# Comparative transcriptome analysis of bovine blastocysts reveals specific effects of the oocyte source and the environments during maturation and early embryo development

**DOI:** 10.1186/s12864-025-11848-8

**Published:** 2025-07-17

**Authors:** Mohammad Bozlur Rahman, Eva Held-Hoelker, Mohammed Saeed-Zidane, Franca Rings, Dessie Salilew-Wondim, Dawit Tesfaye, Ahmed Gad, Samuel Gebremedhn, Ernst Tholen, Karl Schellander, Christine Große-Brinkhaus, Michael Hoelker

**Keywords:** IFOT, Gene expression, Embryo source, Developmental environment

## Abstract

**Background:**

Although differences between in vivo and in vitro derived bovine blastocysts in terms of global gene expression profiles have been reported, comparative transcriptome analyses specifically addressing the sustained impact of the oocyte source or the in vitro culture environments during maturation and post-maturation period are remain limited. Therefore, the present study aimed to investigate the specific impacts of oocyte origin and the culture environment during and after maturation on the gene expression signature at blastocyst stage. To achieve this, we utilized our recently developed technique that enables intrafollicular transfer of immature and matured slaughterhouse-derived oocytes into dominant or preovulatory follicles.

**Results:**

The presents study identified a total of 1052 differentially expressed genes between in vitro and in vivo derived blastocysts, many of which are involved in key pathways related to protein synthesis, protein degradation and cell-cycle regulation. The majority of these genes (*n* = 913), particularly those associated with “ubiquitin mediated proteolysis”, “proteasome activity” as well as “cell cycle” related pathways, were differentially expressed due to the in vitro environment following oocyte maturation. Moreover, a distinct set of genes (*n* = 109) including *DHCR7*, *DHCR24*, *HMGCR*, *HMGCS1* and *SCD5*, which are crucial for cholesterol biosynthesis and lipid metabolism, were altered in response to the in vitro environment during oocyte maturation. Notably, the origin of the immature oocyte also appeared to predetermine the later expression outline of a set of genes (*n* = 28), including *DLD* and *PLAC8*, which are implicated in implantation success and calf delivery.

**Conclusions:**

The present study provides a comprehensive overview of transcriptomic alterations and pathway disruptions resulting from the in vitro environment following oocyte maturation, offering insight into potential mechanisms underlying embryonic genome activation, DNA duplication and appropriate cell cleavage. The differential expression of genes involved in cholesterol biosynthesis and lipid metabolism due to the in vitro maturation environment may contribute to the reduced cryotolerance observed in the resulting blastocysts. Furthermore, dysregulation of specific genes as a consequence of oocyte source has implications for post-implantation developmental competence. Collectively, these findings advance our understanding of the molecular determinants affecting embryonic developmental potential. The expression signature of these pathways could therefore be used to assess the impact of various treatments and culture environments on embryonic development. In addition, the insights gained from this study could inform future strategies to improve the quality of embryos in in *vitro* production systems through the targeted modulation, either enhancement or inhibition, of specific genes or pathways.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-11848-8.

## Background

Since the inception of the in vitro embryo production system, numerous efforts have been made to improve their efficiencies, leading to a significant improvement over the last decades. However, in vitro produced embryos still lag behind their in vivo counterparts in terms of developmental competence as well as quality and viability of the resulting blastocysts [1]. In particular, in vitro culture conditions have been reported to exert detrimental effects on early embryonic development and/or quality [2], thereby resulting incomplete fulfillment of the promise of this technique [3]. Our group has extensively investigated bovine blastocysts by culturing embryos in alternative environments (in vitro vs. in vivo) around the time of embryonic genome activation [4]. In that study we were able to demonstrate that in vitro culture conditions critically alter the transcriptome profile of subsequent blastocysts in stage specific manner. Likewise, specific culture conditions, such as supplementation of serum the in vitro culture media, have been associated with altered transcriptomic and epigenetic profiles, which may contribute to fetal overgrowth in ruminants, a condition commonly known as Large Offspring Syndrome (LOS) [5, 6]. In this regards, Wydooghe and colleagues reported that the transcriptome profile of blastocysts produced in serum-free culture conditions were more close to in vivo derived blastocysts compared to those cultured in presence of serum [7].

In order to unmask the limitations of the in vitro culture environment, the essential role of the oviduct representing the physiological environment during early embryo development has therefore been investigated in many laboratories across the world. More specifically, murine [8, 9], rabbit [10, 11], sheep [12, 13] as well as bovine oviducts [14, 15] have been used as a intermediate hosts for bovine embryos to allow development within the physiological or at least within a nearly physiological environment provided by a homologous or heterologous oviduct. In this context, and to avoid surgical interventions, early *in vitro-*produced bovine embryos have been successfully transferred endoscopically into the oviducts of live heifers and cows [16–18]. These studies clearly demonstrated that the transfer of *in vitro-*fertilized bovine zygotes into the oviduct resulted in the development to blastocysts with enhanced cryotolerance [19] as well as higher developmental capacity after transfer to recipients [1]. Particularly, these studies highlighted that the postfertilization culture environment had a significant impact on the quality of the resulting blastocysts, especially in terms of their global gene expression profiles [20]. Therefore, these findings further underscore that the transfer of early IVP derived zygotes into the oviduct provides a valuable model for elucidating the critical role of the embryonic environment during development up to the blastocyst stage. However, endoscopic intrafallopian transfer of bovine embryos remains a technically challenging procedure that demands a high level of skills. Because this technique allows for the transfer of embryos into the oviduct but not oocytes into the pre-ovulatory follicle, it cannot be used to assess the influence of the developmental environment during oocyte maturation or the impact of oocyte selection prior to final maturation, i.e. the effect of oocyte source. Thus, the effects of the environment during maturation and fertilization for the later quality at the blastocyst stage are largely unresolved. To address this research gap, specifically, to elucidate the distinct contributions of oocyte source prior to final maturation and the developmental environment during maturation, fertilization, and culture, the present study employed a fundamentally novel approach. We utilized a recently developed technique, intrafollicular transfer of in vitro matured abattoir-derived oocytes (IFOT-M), which enables the direct transfer of in vitro matured oocytes into the preovulatory follicle under ultrasound guidance. That strategy allowed subsequent fertilization within the oviduct following artificial insemination [21] and enabled the collection of large number of blastocysts developed within the physiological environment after maturation. Notably, the quality of these IFOT-M derived blastocysts closely resembled fully in vivo derived blastocysts in terms of lipid content and cryotolerance. Furthermore, the transfer of these frozen-thawed IFOT-M derived embryos resulted in viable pregnancies and the birth of healthy calves [21]. However, the pregnancy rates remained lower in IFOT-M derived embryos compared to fully in vivo derived embryos, highlighting the need for further investigation into the underlying molecular mechanisms and pathways that differentiate these two groups. In another study, IFOT was also conducted using immature slaughterhouse derived bovine oocytes which also resulted in healthy offspring [22]. Of high importance, intrafollicular transfer of immature bovine oocytes (IFOT-IM) allows maturation within the follicle representing the physiological environment of the maturing oocyte as well as fertilization and development within the fallopian tube and the oviduct [22]. IFOT-IM and IFOT-M embryos thus represent recognised models for distinct phenotypes. Apart from the proof of principle that intrafollicular transfer of immature oocytes into preovulatory follicles is a feasible technique resulting in birth of healthy calves, that technique also allowed for the first time full in vivo development of immature bovine oocytes collected from slaughterhouse ovaries. With other words, that technique allows for the first time to compare the impact of the source of the immature oocyte prior final maturation for the later embryo quality at the blastocyst stage. Although differences between in vivo and in vitro derived bovine blastocysts in terms of gene expression profile have reported previously [23] it has to be noted, that in vivo derived embryos are usually obtained by superovulation. This also raises the question of whether the differences between in vivo and in vitro derived embryos could be due to the super stimulation treatment of the in vivo derived embryos, which could have lasting effects on the gene expression profile of the subsequent blastocyst. Therefore, the aim of the present study was to investigate the specific impact of the oocyte source as well as the implications of contrasting environments specifically during and after maturation, namely fertilization and early preimplantation development, in terms of the global gene expression profile. In addition, we aimed to uncover the specific molecular mechanisms and pathways affected by these distinct differentially expressed genes, which are particularly influenced by the oocyte source and the in vitro environment during maturation, fertilisation and early development up to the blastocyst stage, as a model for adverse environmental conditions. In order to elucidate the molecular pathways and regulatory mechanisms underlying the differences in characteristics, quality and viability of bovine embryos arising from distinct origins and developmental environments, we specifically analyzed IFOT-IM and IFOT-M embryos, recognized models representing contrasting phenotypes and developmental potential. Their transcriptomic profiles were compared to fully in vitro derived and fully in vivo-derived bovine embryos. We therefore took advantage of the IFOT-M and IFOT-IM techniques to transfer abattoir-derived immature or in vitro matured oocytes into dominant or preovulatory follicles to allow subsequent in vivo development to the blastocyst stage prior to investigating the global gene expression landscape. Addressing these questions is expected to significantly enhance our understanding of the limitations of in vitro embryo development, particularly those arising from oocyte source and environment-induced dysregulation of early embryonic molecular pathways. Gaining insight into these underlying causes may enable the development of targeted strategies to modulate the expression of key pathways, thereby improving assisted reproductive technologies (ART) for enhanced early embryo development. Moreover, these findings may offer valuable insights applicable to human assisted reproduction.

## Methods

### Experimental design

In this study, the transcriptome profile of expanded bovine blastocysts produced in three different experimental conditions, namely (I) VITRO (effect of the system), (II) IFOT-M (Intrafollicular transfer of in vitro matured oocytes into preovulatory follicles) and (III) IFOT-IM (Intrafollicular transfer of immature oocytes into dominant follicles) were compared with in vivo derived blastocysts (IV, VIVO) serving as control. An overview about the contrasting embryo groups with the respective oocyte source as well as the subsequent environments during development is provided by Fig. 1. To determine the genes whose expression is specifically influenced by the developmental environment after maturation, DEGs between the VITRO and VIVO groups (system effect) are reduced by those that also show different expression when comparing the IFOT-M vs. VIVO groups (effect of Source or Maturation environment). To determine the genes whose expression is specifically influenced by the developmental environment during maturation, DEGs between the IFOT-M and VIVO groups are reduced by those that simultaneously show different expression when comparing the IFOT-IM vs. VIVO groups (Effect of the oocyte source). Finally, the genes whose expression is specifically influenced by the oocyte source are determined by comparing the IFOT-IM and VIVO groups. Animals used in this study were treated following the guidelines of the Society of Reproduction an experimental design was approved by the Federal Ministry of Food and Agriculture in Germany (REF-Nr. 84-02.04.2014.A499 and REF-NR. 84-02.04.2014.A500). To determine the transcriptome profiles, molecular signatures and affected pathways, pools of 15 expanded blastocysts were analyzed by Affymetrix GeneChip^®^ Bovine 1.0 ST array. Three independent biological replicates were investigated for each of the four experimental groups.

**Fig. 1:**
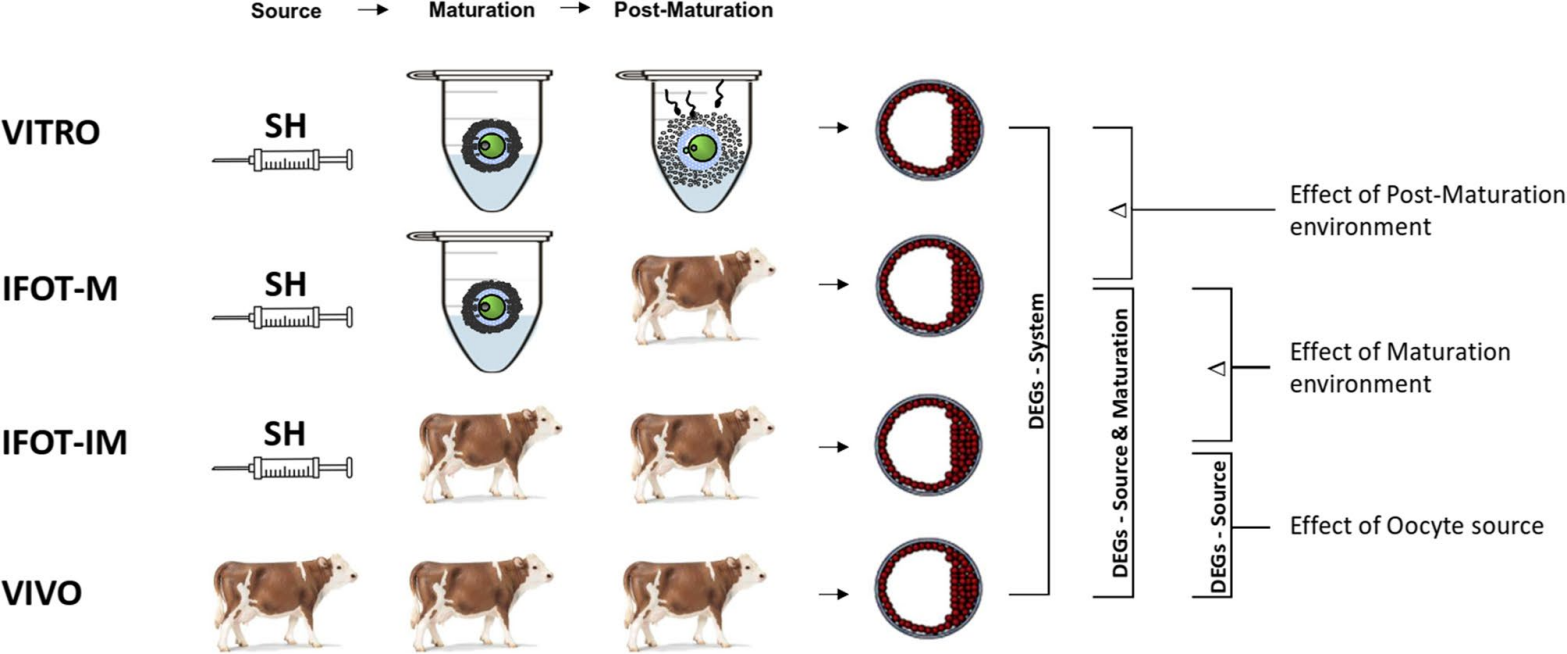
Experimental outline of the study comparing 4 contrasting embryo groups. (VITRO) Embryos developed from immature oocytes of slaughterhouse (SH) ovaries in vitro (IFOT-M), Embryos developed from immature oocytes of slaughterhouse ovaries after transfer into a preovulatory follicle after in vitro maturation to allow in vivo fertilization and in vivo development, (IFOT-IM) Embryos developed from immature oocytes of slaughterhouse ovaries transferred into a dominant follicle to allow in vivo maturation, in vivo fertilization and in vivo development. (VIVO) In vivo derived embryos. Differentially expressed genes (DEGs) between VITRO and VIVO are considered to be modulated by the production system. DEGs between VITRO and VIVO groups (system effect) minus DEGs between IFOT-M and VIVO (effect of source or maturation environment) are considered to be modulated by the post-maturation environment. DEGs between IFOT-M and VIVO minus DEGs between IFOT-IM and VIVO groups (effect of the oocyte source) are considered to be modulated by the maturation environment. DEGs between IFOT-IM and VIVO are considered to be modulated due to the oocyte source

### In vitro maturation of oocytes

In vitro oocyte maturation was performed as described by Kassens and colleagues [21]. In brief, bovine ovaries were obtained from a local slaughterhouse and brought to the lab in physiological saline (0.9% NaCl) at 30 °C within 3 h of slaughter of cows. Cumulus oocyte complexes (COCs) were aspirated from small follicles (2–8 mm), and COCs with a homogenous, evenly granulated ooplasm, with oocytes surrounded by at least three layers of cumulus cells, were transferred to modified Tissue Culture Medium 199 (TCM; Sigma) supplemented with 4.4 mM HEPES, 33.9 mM NaHCO3, 2 mM pyruvate, 2.9 mM calcium lactate, 55 µg ml^−1^ gentamycin and 12% heat-inactivated ECS. After washing three times, COCs were cultured in groups of 50 in 400 µl of modified TCM supplemented with 10 µg ml^−1^ FSH (FSH-p; Schering-Plough) at 39 °C in a humidified atmosphere with 5% CO_2_ in air. In vitro maturation of oocytes was started through coinciding the time that recipients have received the final gonadotropin releasing hormone (GnRH) injection and in vitro maturation process lasted for 16–22 h until the oocytes were transferred into a preovulatory follicle (IFOT-M) or oocytes were taken for full in vitro development (VITRO) alternatively.

### Intrafollicular oocyte transfer of in vitro matured oocytes (IFOT-M)

Intrafollicular transfer in this study was performed with in vitro matured oocytes (IFOT-M) as described in detail in one of our previous studies by Kassens and colleagues [21]. Briefly, intrafollicular transfer of in vitro matured oocytes (IFOT-M) into the preovulatory follicle was performed 16–22 h after the last GnRH injection. The day of IFOT-M was considered as day 0. Heifers were artificially inseminated with fresh semen (50 million spermatozoa per dose) from the same bull used for in vitro embryo production and superovulation/flushing. The detailed procedure is described in our previous paper [21]. Briefly, the system for transferring the oocytes to the preovulatory or dominant follicles consisted of an oocyte pick up (OPU) device. However, instead of a pump to create negative pressure, the OPU line was connected to a syringe to fill the system with PBS and a laboratory pipette to create positive or negative pressure (Supplementary Fig. 1). For transfer into the follicle, in vitro matured oocytes were loaded into the tip of the OPU system, represented by a disposable single-lumen needle (0.45 × 22 mm; G26; Sterican). A maximum volume of 200 µl of PBS containing 50 oocytes was aspirated. The needle was then carefully inserted through the vaginal wall and peritoneum while observing the preovulatory follicle on the monitor. Care was taken to orient the needle and the ovary so that it passed through as much of the ovarian stroma as possible before reaching the follicle, in order to avoid follicle leakage. When the needle tip was successfully positioned in the antrum near the center of the follicle, the PBS-containing oocytes were delivered into the antrum (Supplementary Fig. 2). IFOT-M-derived embryos were then collected by embryo flushing on day 7, as described in detail below.

### Intrafollicular oocyte transfer of immature oocytes (IFOT-IM)

Intrafollicular transfer in this study was performed with immature oocytes (IFOT-IM) as described in detail in one of our previous studies by Kassens and colleagues [21]. Briefly, intrafollicular transfer of immature oocytes was performed in the dominant follicles of synchronised Simmental heifers at the time of the last GnRH injection. The day of IFOT-IM was considered as day − 1. To coincide with the time of IFOT-M, immature oocytes were expected to be retained in the follicle for at least 16–22 h prior to ovulation. Immediately prior to IFOT-IM, 16 h after the last GnRH injection, heifers were artificially inseminated with fresh semen (50 million spermatozoa per dose) using the same bull as for IFOT-M, in vitro embryo production and superovulation/flushing. The detailed procedures are available in our previous paper [21] and were the same as those previously described for in vitro matured oocytes except that immature cumulus oocyte complexes were transferred into the dominant follicle instead of in vitro matured oocytes into the preovulatory follicle. IFOT-IM-derived embryos were then collected on day 7 by embryo flushing as described in detail below.

### In vitro fertilization (IVF) and in vitro embryo production (IVP)

In vitro fertilization of in vitro matured oocytes as well as in vitro culture of presumptive zygotes was performed as described earlier by Kassens and colleagues [21]. Briefly, in vitro fertilization of in vitro matured oocytes was performed in Fert-TALP medium supplemented with 20 µM penicillamine, 10 µM hypotaurine, 2 µM epinephrine, 6 mg/ml BSA-*FFA* (Fatty Acid Free BSA), 50 µg/ml gentamycin, and 10 µg/ml heparin. For IVF, semen of the same sire (red Holstein Friesian genotype) as used for the generation of IFOT-IM, IFOT-M and VIVO embryos was used. Final concentration of sperm in fertilization droplets was adjusted to 2 × 10^6^ sperm/ml. Following 18 h of co-incubation, the presumptive zygotes were vortexed to remove cumulus cells and excess sperm. Then the zygotes were washed three times and transferred to in vitro culture. Embryo culture was performed in groups of 50 with 5% CO_2_ in air at 39 °C for up to 7 days in 400 µl of SOFaa supplemented with 0.4% BSA-*FFA* overlaid with mineral oil.

### Superovulation protocol

The detailed protocol for superovulation has already been reported in an earlier study of Kassens and colleagues [21]. In brief, Simmental heifers (~ 400 kg) were synchronization by administration of 500 µg of cloprostenol, i.m. (Estrumate, Essex Tierarznei, Germany) 11 days apart. Forty-eight hours after each of the cloprostenol injections, cows received 20 µg of GnRH (Receptal; Intervet, Boxmeer, The Netherlands). Superovulation treatment was started after 12 days of the last GnRH administration. Accordingly, cows received the first of 8 consecutive administrations of FSH during the course of 4 days in decreasing dosages (in total, 300–400 mg of FSH; Stimufol, University of Liege). At 60 and 72 h after the initial administration of FSH, cows received two doses of cloprostenol. Finally, 48 h after the first of the two cloprostenol injections, ovulation was induced by 20 µg of GnRH and immediately after GnRH injection heifers received a first dose artificial insemination. Artificial insemination in the same recipient was repeated twice within a 12 h interval (i.e., every cow received 3 consecutive inseminations).

### Embryo flushing

The procedures for collecting in vivo derived blastocyst have already been reported in an earlier study of Kassens and colleagues [21]. Briefly, seven days after the IFOT procedure or superovulation treatment (day of heat for IFOT or day of AI for superovulation was defined as Day 0), embryos were flushed from the uterus of recipient cows. An embryo-flushing catheter (CH15; Wörrlein) was fixed in the uterine horns. Afterwards, the embryos were flushed out by washing each uterine horn with 500 ml of PBS. In this, regards, the uterus was flushed using a catheter connected with an embryo filter (Emcon filter 1; no. 04135; Immuno Systems Inc.). Immediately after flushing, embryos were washed twice in PBS and were evaluated by developmental stages. To calculate the real developmental rates of IFOT-derived embryos, the corresponding flushed embryos were subtracted by the recipient’s own embryo. Consequently, the embryo at the highest stage of development was subtracted for each IFOT recipient to calculate accurate quantities of embryos flushed out in excess. The subtracted embryos were thought to be derived from the respective recipient’s oocytes. Therefore, it can be assumed that the chances of false positive inclusion of recipient oocyte-derived embryos as of IFOT-derived embryos were very low. Nevertheless, a potential limitation of this study is the possibility that the IFOT-IM and IFOT-M embryo pools may have included a small number of embryos with gene expression profiles resembling those of fully in vivo-derived embryos. In the context of our transcriptomic analysis, this would likely result in a conservative bias - meaning that the observed differences between the IFOT-M/IFOT-IM groups and the VIVO group may be smaller than they are in reality. Therefore, the molecular distinctions reported in this study are likely underestimated.

### Embryo storage and RNA extraction

The quality of blastocysts was assessed according to International Embryo Transfer Society (IETS) standards by the same trained individual. Only expanded blastocysts of quality 1 were selected for this study. The blastocysts were washed three times in RNase-free PBS (Phosphate buffered saline; Ambion), placed in pools of 5 blastocysts in 2 µL of lysis buffer having RNase inhibitor and immediately stored at − 80 °C. In each group, 3 pools of 5 expanded blastocysts were combined to form a pool of 15 expanded blastocysts, providing the required amount of total RNA for Affymetrix Array without introducing amplification bias. Total RNA was extracted using the Single Cell RNA Purification Kit (Norgen, P/N 51800) according to the manufacturer’s instructions. On-column DNA digestion was done by using RNase-free DNase (Qiagen GmbH, Hilden, Germany). RNA was eluted in 18 µl of elution buffer and the initial quantity and purity were measured by NanoDrop^®^ spectrophotometry (ND-8000; NanoDrop Technologies). Later, the RNA integrity was verified on an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA) using RNA 6000 Pico Kit. The RIN values of ≥ 7.0 with rRNA ratio of ≥ 1.5 were considered for microarray target preparation and hybridization (Additional File 1). RNA samples were stored at − 80 °C until use.

### Microarray target preparation and hybridization

Microarray hybridization was adopted from a publication [24]. Briefly, 15 ng total RNA samples from each of the biological replicates were processed with the GeneChip^®^ WT Pico Reagent Kit (P/N 902622; Affymetrix Inc., Santa Clara, CA, USA) in order to prepare the target probes of 12 microarrays according to the manufacturer’s instructions. In brief, the total RNA was subjected to synthesize the first-strand cDNA containing a T7 promoter sequence at the 5′ end followed by synthesis of double-strand cDNA using DNA polymerase with the presence of RNase H. Then, the double-stranded cDNA was subjected to in vitro transcription by T7 RNA polymerase for synthesis of the antisense RNA (complementary RNA, cRNA). The cRNA preparation was then purified using purification beads to improve its stability. From 20 µg of purified cRNA, the sense-strand cDNA (ss-cDNA) was synthesized by reverse transcription. The ss-cDNA contained dUTP at a fixed ratio relative to dTTP and the remaining cRNA was degraded by RNase H. Following purification and quantification, 5.5 µg of ss-cDNA in a 46 µl volume was fragmented by uracil-DNA glycosylase (UDG) and apyrimidinic endonuclease 1 (APE 1) at the unnatural dUTP residues and breaks the DNA strand. The fragmented ss-cDNA was then labeled with terminal deoxynucleotidyl transferase (TdT) using the biotin-linked labeling reagent. The hybridization of microarray probes followed by washing and staining was performed with the GeneChip^®^ Hybridization, Wash and Stain Kit (P/N 900720-C, Affymetrix Inc., Santa Clara, CA). For hybridization, about 130 µl of cocktail containing at least 3.5 µg of biotinylated ss-cDNA probes were injected into the GeneChip^®^ Bovine Gene 1.0 ST Array (P/N 901921, Affymetrix Inc., Santa Clara, CA, USA) and incubated for 16 h in a hybridization oven (Gene-Chip^®^ Hybridization oven 640; Affymetrix Inc.) at 45 °C with 60 rpm. The hybridized chips were stained and washed in a fluid station (GeneChip^®^ Fluidics Station 450; Affymetrix Inc.) and scanned by Affymetrix GeneChip^®^ scanner 3000 7G. The Affymetrix GeneChip^®^ Command Console™ (AGCC) software was used to evaluate the array images and to export the spot intensity data in the CEL file format.

### Microarray data analysis

Microarray data analysis was adopted form an earlier publication of us by Islam and colleagues [24]. Briefly, pre-processing of microarray raw dataset was performed using the Affymetrix Expression Console software (v1.0) [25]. The RMA (Robust Multi-Array Average) based background correction and quantile normalization of microarray data were performed at transcript level. For quality control, some quality plots of the raw intensity data were checked before and after the normalization. In total 12 arrays were used for further analyses. After normalization, the main probes (26,774) of the array were extracted followed by about 2359 low expressed probes were filtered out. Finally, expression dataset comprising 24,415 transcript probes were analyzed by Affymetrix Transcription Analysis Console software (TAC v.3.0) [26], and subjected for downstream analyses. Probe to transcript level annotation was performed following Affymetrix annotation algorithm [26]. The raw and processed data generated during this study are stored in the NCBI repository: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284466.

### Hierarchical clustering

Hierarchical clustering was performed with RMA normalized transcripts differentially expressed among the target groups (FC > 2, raw *p*-value < 0.05, False discovery rate (FDR) < 0.1) using the Affymetrix TAC software.

### Functional annotation & sub-network enrichment analysis of genes

Ensembl gene IDs of the differentially expressed genes were further analyzed with the ClueGO v2.5.2 plugin of the Cytoscape 3.7.0 software [27, 28]. The Cytoscape plugin ClueGO was used to export the significantly enriched gene ontologies (levels 3–5) related to cellular component, biological process, molecular function and KEGG pathway (FC > 2, Bonferroni corrected *p*-value < 0.01). Sub-networks were generated representing the expression outline of the common genes shared by the significantly enriched KEGG pathways.

### Construction of the protein–protein interaction networks

For statistical, visual and network-based analysis of Protein-Protein Interactions (PPI) of target genes, a sub-network analysis was performed using the NetworkAnalyst online tool (https://www.networkanalyst.ca) [29] using STRING database. Depending on the number of target genes and interactions, confidence score for PPI analysis was set either to high (900) or medium (400). The *p*-values of the networks were calculated based on their connectivity assuming null hypothesis that there is no difference between the number of “internal” and “external” connections to a particular node in the module with *p* < 0.05 was considered as statistically significant.

## Results

### Developmental metrics and phenotype of contrasting experimental groups

In this study, 4 experimental groups of bovine blastocysts were generated, namely (I) VITRO (fully in vitro derived embryos), (II) IFOT-M (intrafollicular transfer of in vitro matured oocytes into preovulatory follicles) and (III) IFOT-IM (intrafollicular transfer of immature oocytes into dominant follicles), and (IV) fully in vivo derived embryos as control (VIVO). For the VITRO embryos, a total of 866 immature oocytes collected from the abattoir in 13 replicates achieved a mean cleavage rate of 83.7 ± 5.3% after in vitro fertilization. Of these, 34.8 ± 9.5% reached the morula or blastocyst stage after in vitro culture up to day 7 (Table 1). Considering IFOT-M embryos, a total of 1646 abattoir-derived oocytes were transferred into the preovulatory follicles of 28 synchronized recipients after in vitro maturation. Of these, 36.8 ± 29.4% were retrieved by uterine flushing 7 days later. These showed a cleavage rate of 69.2 ± 21.0% and, a development rate to morula or blastocyst of 48.5 ± 26.2% based on cleaved embryos (Table 1). For IFOT-IM embryos, a total of 791 abattoir-derived immature oocytes were transferred into the dominant follicle of 16 synchronized recipients immediately after ovarian retrieval. Of these, 38.5 ± 27.4% were retrieved by uterine flushing 7 days later. These showed a cleavage rate of 83.2 ± 35.1% and, a development rate to morula or blastocyst of 48.8 ± 25.6% from the cleaved ones (Table 1). Finally, when 8 donor recipients were flushed for collection of VIVO embryos, a total of 115 cleavage stage embryos were recovered. These showed a cleavage rate of 74.2 ± 12.2% and, a development rate to morula or blastocyst of 85.1 ± 11.7% (out of the cleaved zygotes). While embryo recovery rates did not differ between IFOT-M and IFOT-IM groups, cleavage rates were also comparable between experimental groups. IFOT-M and IFOT-IM embryos did not show higher developmental rates to the morula or blastocyst stage compared to VITRO embryos, while VIVO embryos significantly outperformed all other groups in terms of developmental rate (*p* < 0.05, Table 1). Finally, when 8 donor-recipients were flushed for VIVO embryo collection, a total of 115 different stages of embryos were obtained. These showed a cleavage rate of 74.2 ± 12.2% and, a development rate to morula or blastocyst of 85.1 ± 11.7% (out of the total cleaved zygotes). When comparing the morphology of these embryos under the light microscope, VITRO embryos appeared darker and opaquer compared to IFOT-M and IFOT-IM embryos (Fig. 2, A-C). This finding was further supported by comparing individual embryos at higher magnification (Fig. 2, D-G).

**Table 1:** Developmental metrics of embryos developed in contrasting environments

	Replicates	Total	(Re)collected		Cleaved		Mo	BL	Mo+BL	MoBL/Total	MoBL/Cleaved
Treatment	(n)	(n)	(n)	(Mean ± SD)	(n)	(Mean ± SD)	(n)	(n)	(n)	(Mean ± SD)	(Mean ± SD)
VITRO	13	866			726	83.7 ± 5.3 %	123	125	248	29.3 ± 8.6 % ^a^	34.8 ± 9.5 % ^a^
IFOT-M	28	1646	610	36.8 ± 29.4 %	414	69.2 ± 21.0 %	89	77	166	32.8 ± 20.1 % ^a^	48.5 ± 26.2 % ^a^
IFOT-IM	16	791	306	38.5 ± 27.4 %	250	83.2 ± 35.1 %	85	62	147	40.1 ± 22.2 % ^a^	48.8 ± 25.6 % ^a^
VIVO	8		115		89	74.2 ± 12.2 %	33	43	76	63.5 ± 14.8 % ^b^	85.1 ± 11.7 % ^b^

*Mo *Morula, *BL *Blastocyst, *MoBL *Morula or Blastocyst, different superscript indicate significantly different values (*p*<0.05)

**Fig. 2:**
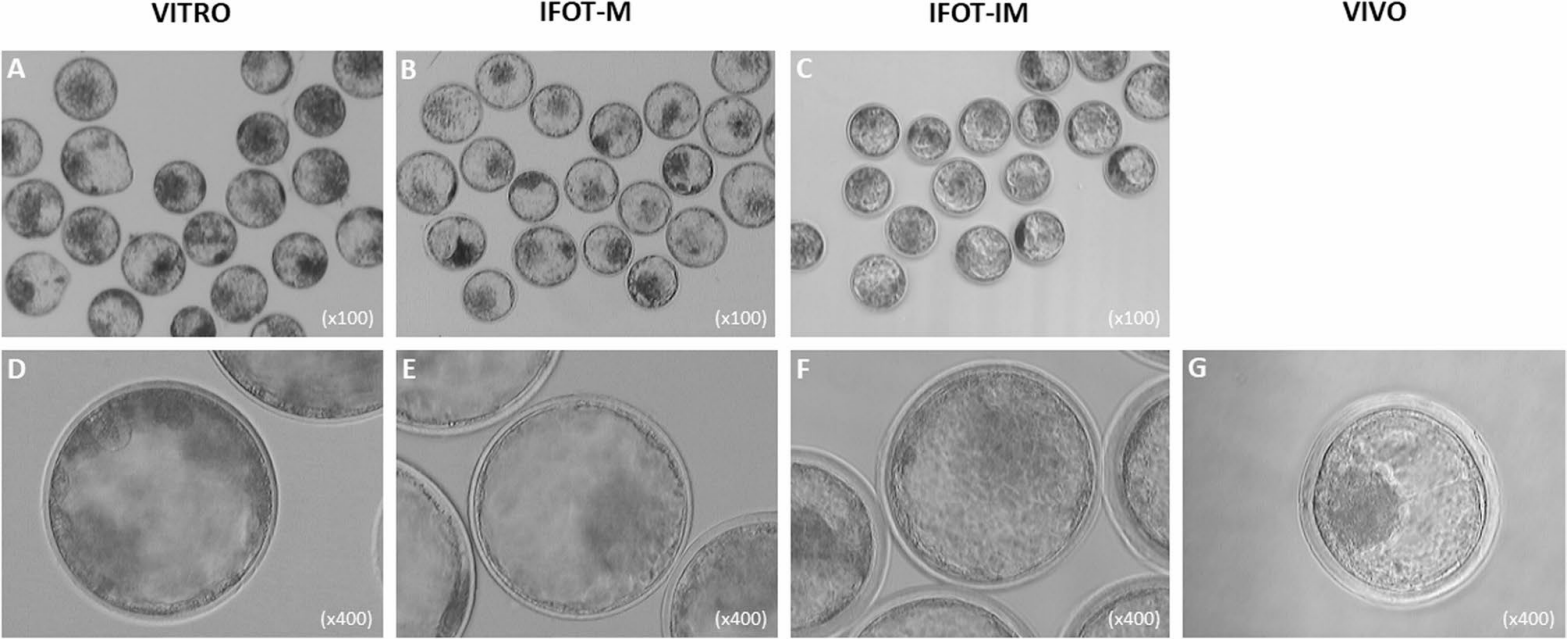
Representative imagines of pools of VITRO (**A**), IFOT-M (**B**) and IFOT-IM (**C**) embryos (x100 magnification) as well as individual blastocysts of VITRO (**D**), IFOT-M (**E**), IFOT-IM (**F**) and VIVO (**G**) embryos (x400 magnification) demonstrating that VITRO embryos appeared opaquer compared to all other groups developed within the oviduct after cleavage (VITRO-M) of after maturation (VITRO-IM & VIVO)

### Differential expressed genes (DEG) among contrasting experimental groups

Hierarchical clustering was performed to figure out the global gene expression outline in groups of embryos produced in contrasting experimental conditions (VIVO, VITRO, IFOT-M, IFOT-IM). As a result, the present study identified four hierarchical heatmap cluster representing the gene expression level of VIVO, VITRO, IFOT-M and IFOT-IM embryos, respectively (Supplemental Fig. 3). Comparison of these gene expression level between embryo groups allowed investigation of differentially expressed genes in 3 contrasting embryo groups developed in contrasting developmental environments (VITRO, IFOT-M, IFOT-IM) in comparison with VIVO embryos. 

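RNA of blastocysts collected on day 7 was measured on 12 Affymetrix Bovine Gene ST arrays, 3 each for VIVO, VITRO, IFOT-M and IFOT-IM. Each array took 15 ng of total RNA from a separate pool, which held 15 embryos in the paper's methods and between 15 and 20 in the sample labels. The mean RIN of the pools was 8.53 ± 0.45 (SD, n = 3) in VIVO, 8.5 ± 0.72 in IFOT-IM, 8.2 ± 0.82 in IFOT-M and 7.4 ± 0.36 in VITRO. Each RIN was matched to its array by group and replicate number. The authors corrected and normalized the raw intensities by RMA, and their deposited values for 26773 probe sets are taken to be on a log2 scale, which their range fits. Across the probe sets of an array the SD of these values was 1.73 to 1.75 in VIVO, 1.65 to 1.68 in IFOT-M, 1.55 to 1.64 in IFOT-IM and 1.50 to 1.54 in VITRO. The strongest signals were therefore lower in VITRO, where the 95th percentile averaged 5.21 ± 0.05 against 5.79 ± 0.03 in VIVO, and the median over all probe sets was 1.95 to 1.97 in VITRO against 1.75 to 1.78 in VIVO. For the analysis the 2358 probe sets with the lowest mean were removed, which left 24415, the number that the paper states, 17553 of them with exactly 1 gene symbol. All 4 groups were fitted together in limma, and a differentially expressed gene (DEG) had to pass the paper's thresholds, a fold change above 2, a raw p below 0.05 and an FDR below 0.1. DEGs are counted as probe sets, and a gene is named only where its probe set carries 1 symbol. Of the 43 genes that the paper's text names, 36 could be followed in this way. Values below are log2 fold changes with the standard error of the fit, and the number of arrays per group limits their precision.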

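On the 2064 probe sets that were DEGs in at least 1 comparison with VIVO, all 12 arrays had an array of their own group as the nearest by Pearson correlation. A tree of 4 branches put the 3 VIVO arrays on a branch of their own and the 6 IFOT-M and IFOT-IM arrays together on another. The VITRO arrays filled the other branches, replicate 1 alone and replicates 2 and 3 together. These probe sets had been chosen for differing from VIVO, so the arrays were also compared over all 24415 probe sets tested. There the mean correlation within a group was 0.984 in VIVO, 0.980 in IFOT-M, 0.969 in IFOT-IM and 0.955 in VITRO. Between groups it was 0.967 for VIVO with IFOT-M, 0.957 for VIVO with IFOT-IM and 0.929 for VIVO with VITRO, and 0.973 for IFOT-M with IFOT-IM. Over all probe sets 10 of 12 arrays were nearest to their own group, while replicates 2 and 3 of IFOT-IM were nearest to an IFOT-M array and IFOT-IM replicate 1 stood on a branch of its own. With complete linkage, or with Euclidean distance, VITRO and VIVO each held a branch on the DEGs and the count of groups on their own branch rose from 1 to 2.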

Irrespective of chosen false discovery rate (FDR) VITRO embryos showed a much higher number of DEGs (Fold change > 2) compared to VIVO embryos than IFOT-M or IFOT-IM embryos (Table 2). 

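Blastocysts of the VITRO group differed from VIVO at more probe sets than those of either IFOT group. At a fold change above 2 and an FDR below 0.1 there were 1833 DEGs in VITRO, 343 in IFOT-M and 632 in IFOT-IM. With no limit on the FDR the counts were 1834, 415 and 673, below 0.05 they were 1786, 294 and 595, and below 0.01 they were 1618, 212 and 486. Among the genes with the largest falls in VITRO was GALNT1, an enzyme that starts O-linked glycosylation. Its log2 fold change was -2.25 in VITRO, -1.16 in IFOT-M and -1.52 in IFOT-IM (standard error 0.17). Choosing a gene for its fall in VITRO favors a smaller fall in the IFOT groups. MRPS36, which the mitochondrial ketoglutarate dehydrogenase complex contains, stood at -2.46 (standard error 0.34, FDR = 0.000220) in VITRO and TIMM8A, a chaperone of mitochondrial protein import, at -2.21 (standard error 0.36, FDR = 0.000596). At any fold change, 11661 probe sets passed an FDR of 0.1 in VITRO, 2461 in IFOT-M and 5023 in IFOT-IM. The groups were also compared with each other, which gave 468 DEGs for VITRO against IFOT-M and 206 for VITRO against IFOT-IM. For IFOT-M against IFOT-IM limma gave 0 DEGs with a smallest FDR of 0.321, although 1855 probe sets had an unadjusted p below 0.05, 65 of them with a fold change above 2, an unmoderated linear model of these 2 groups also gave 0, and limma on these 2 groups alone gave 2. Counted as 1 probe set per gene symbol, the DEGs were 1093 in VITRO, 150 in IFOT-M and 358 in IFOT-IM.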

For further downstream analysis DEGs (FC > 2, raw *p*-value < 0.05, False discovery rate (FDR) < 0.1) were selected. 

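More DEGs were lower than higher than in VIVO blastocysts in each of the 3 groups. In VITRO 1393 DEGs were lower and 440 higher, in IFOT-M 220 and 123, and in IFOT-IM 492 and 140, so that 76.0%, 64.1% and 77.8% were lower. At any fold change the balance in VITRO was the opposite, with 6128 probe sets higher and 5533 lower at an FDR below 0.1. Among DEGs with 1 gene symbol, 1018 were lower and 90 higher in VITRO, 143 and 14 in IFOT-M, and 342 and 19 in IFOT-IM. The genes that rose most in VITRO included LOC616977, which was on the list of interferon-like genes, at 1.91 (standard error 0.23, FDR = 9.76e-05), and the precursor of the microRNA MIRLET7A-1 at 1.73 (standard error 0.16, FDR = 2.00e-05). HRK, a gene that promotes apoptosis, rose by 1.38 (standard error 0.19, FDR = 0.000219). The shift depended on the level of expression: the median log2 fold change of VITRO against VIVO was 0.24 in the 10% of probe sets with the lowest mean level and -0.66 in the 10% with the highest. After quantile normalization of the deposited values, an alternative added once the unequal spread of the arrays had been seen, 46.3%, 47.2% and 46.3% of the DEGs were lower in VITRO, IFOT-M and IFOT-IM, and the median of all probe sets in VITRO moved from 0.13 to 0.00. After cyclic loess normalization the shares were 38.7%, 42.4% and 42.9%.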

Only a minority of DEGs was up-regulated in VITRO, IFOT-M and IFOT-IM embryo groups compared to VIVO embryos. For example, only 66 out of 1052 DEGs were up-regulated in VITRO embryos. Similarly, only 9 (out of 144) and 18 (out of 122) DEGs were up-regulated in embryos derived from IFOT-M and IFOT-IM, respectively. The DEGs unique to VITRO, IFOT-M or IFOT-IM embryos followed the same trend, too. Only 60 (out of 913), 5 (out of 28), and 14 (out of 57) DEGs were up-regulated in VITRO, IFOT-M, and IFOT-IM embryos compared to VIVO embryos, respectively. 

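DEGs that belonged to 1 group alone were split unevenly between the groups. Of 1319 DEGs found in VITRO and in neither IFOT group, 981 were lower and 338 higher than in VIVO. Of 112 found in IFOT-IM alone, 69 were lower and 43 higher. Of 74 found in IFOT-M alone, 13 were lower and 61 higher, and 38 were found without VIVO replicate 2 and 13 lower and 30 higher after quantile normalization. Another 290 DEGs were shared by VITRO and IFOT-IM (237 lower), 39 by VITRO and IFOT-M (21 lower) and 45 by IFOT-M and IFOT-IM (32 lower). No DEG shared by 2 groups had opposite directions in them. These are sets of calls, and a gene called in 1 group alone need not differ between the groups themselves. After cyclic loess normalization the DEGs of VITRO alone numbered 752, with 305 of them lower.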

An overview of commonly and exclusively DEGs among the three experimental embryo groups relative to VIVO embryos is presented in Fig. 3.

**Table 2:** Number of differential expressed genes among groups depending on choice of False discovery rate

		**False discovery rates**			
		**none**	**(FDR < 0.10)**	**(FDR < 0.05)**	**(FDR < 0.01)**
VITRO vs. VIVO	Up	77	66	38	4
	Down	1000	986	848	162
	**Total**	**1077**	**1052**	**886**	**166**
IFOT-M vs. VIVO	Up	17	9	4	0
	Down	155	135	95	0
	**Total**	**172**	**144**	**99**	**0**
IFOT-IM vs. VIVO	Up	24	18	6	0
	Down	132	104	25	0
	**Total**	**156**	**122**	**31**	**0**

Number of differentially expressed up- or down-regulated genes in different groups (Fold change >2) with different FDRs

**Fig. 3:**
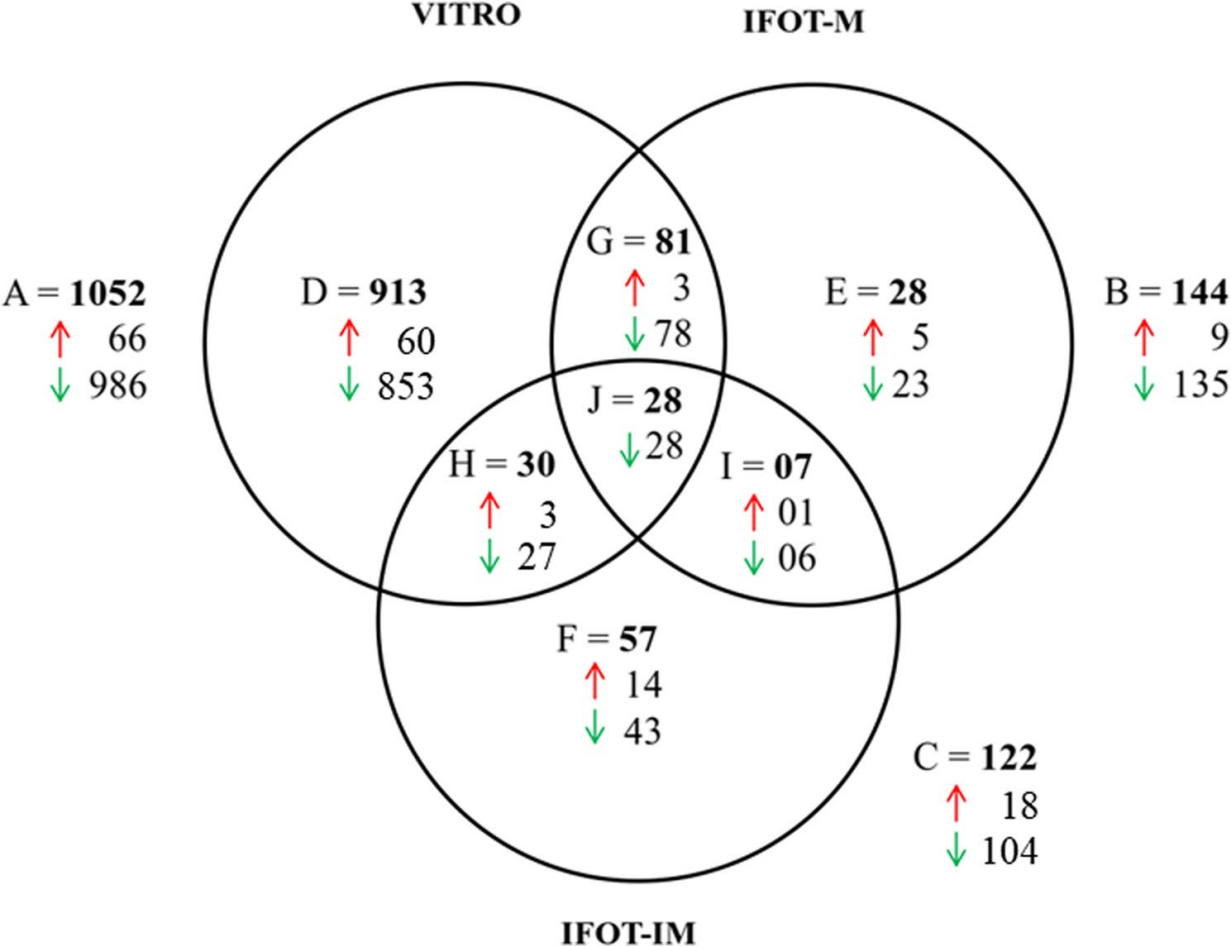
Venn diagram demonstrating the number of differentially up and down-regulated genes (DEGs) in VITRO, IFOT-M and IFOT-IM embryos (FC > 2, FDR < 0.1) relative to VIVO embryos. (**A**, VITRO) DEGs of entirely in vitro developed blastocysts in comparison to VIVO embryos. (**B**, IFOT-M) DEGs of embryos matured in vitro and transferred into a preovulatory follicle to allow in vivo development up to the blastocyst stage in comparison to VIVO embryos. (**C**, IFOT_IM) DEGs of embryos derived from slaughterhouse ovaries and transferred into a dominant follicle to allow in vivo maturation and development up to the blastocyst stage in comparison to VIVO embryos. **D** Genes differentially regulated specifically because of the environment after maturation. **G**&**E** Genes differentially regulated specifically because of the environment during maturation. **J** Highly confirmed genes differentially expressed due to oocyte source. Up- and down-regulated genes are presented by red and green arrows, respectively

### System effect of in vitro embryo production on blastocyst transcriptome outline

In total, 1052 DEGs were identified between fully in vitro derived bovine embryos (VITRO) compared to in vivo derived embryos (VIVO, Additional File 2). 

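The strongest falls in VITRO blastocysts concerned genes of several cell functions. ACTC1, the cardiac form of actin, stood at -2.17 (standard error 0.30, FDR = 0.000224) relative to VIVO. CLN3, a protein of the lysosomal membrane, stood at -2.13 (standard error 0.15, FDR = 6.82e-06) and TPT1, the translationally controlled tumor protein, at -2.11 (standard error 0.27, FDR = 0.000145). ARRB1, which binds activated receptors coupled to G proteins, and VAMP7, which takes part in vesicle fusion, were lower by similar amounts, with log2 fold changes of -2.06 (FDR = 2.77e-05) and -2.05 (FDR = 9.12e-06). A weaker probe set of VAMP7 gave -0.54 (FDR = 0.0399). Among the 68 measured genes of oxidative phosphorylation 57 were lower and none higher at an FDR below 0.1 (63 lower when adjusted over the list alone), with a median of -0.65 at percentile 85.1 of random lists of the same level, and after cyclic loess normalization 11 were lower and 9 higher. Of 40 splicing factors 35 were lower (36 when adjusted over the list alone). The adjusted p was 2.00e-14 from camera and 0.144 with an estimated correlation for oxidative phosphorylation, and 4.18e-11 and 0.107 for splicing factors.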

The vast majority of these transcripts were down-regulated (986/1052, 94%) whereas only 66 out of 1052 (6%) were up-regulated in IVP embryos. Further gene ontology analysis revealed that these DEGs play a significant role in 61 cellular components with “intracellular” the most affected one (796 DEGs, 97.7% down-regulated) followed by “intracellular part” (782 DEGs, 97.8% down-regulated), “intracellular organelle” (707 DEGs, 98% down-regulated), “intracellular membrane-bounded organelle” (645 DEGs, 98.5% down-regulated) as well as “cytoplasm” (605 DEGs, 98.4% as presented in Fig. 4A). In terms of involvement in biological pathways our study revealed 33 biological processes to be significantly affected by DEGs between VITRO and VIVO embryos. Of these “macromolecule metabolic process” was the most affected pathway (494 DEG) with 97.6% of them being down-regulated due to IVP followed by “cellular macromolecule metabolic process” (469, 97.9% down-regulated), “organonitrogen compound metabolic process (372, 97.6% down-regulated), “cellular nitrogen metabolic process” (354, 98.6% down-regulated) and “cellular protein metabolic process” (290, 97.9% down-regulated) as shown in Fig. 4A. In addition, these DEGs were identified to play a significant role in 10 molecular functions with “nucleic acid binding” being the most affected one (237 DEGs, 98.3% down-regulated) followed by “enzyme binding” (143 DEGs, 98.6% down-regulated), “RNA binding” (129 DEGs, 100% down-regulated), “ubiquitin-like protein transferase activity” (40 DEGs, 100% down-regulated) as well as “ubiquitin-like protein ligase activity” (27 DEGs, 100% down-regulated) as demonstrated in Fig. 4A. Ultimately, further analysis identified 7 KEGG pathways affected by these DEGs between VITRO and VIVO embryos (Additional File 2). Of these, the 5 KEGG pathways “RNA transport”, “Ubiquitin mediated proteolysis”, “Protein processing in endoplasmic reticulum”, “Spliceosome” as well as “Proteasome” play a role in Protein synthesis and/or degradation. 

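Genes that the paper assigns to these pathways were lower in VITRO than in VIVO wherever they could be measured, apart from 1 spliceosome gene. At an FDR below 0.1 this held for 24 of 24 genes of RNA transport, 24 of 24 of ubiquitin mediated proteolysis, 20 of 20 of protein processing in the endoplasmic reticulum, 16 of 17 of the spliceosome and 11 of 11 of the proteasome. With a fold change above 2 the counts were 22, 22, 20, 13 and 9. The study chose these genes on the same arrays, so the counts are not independent evidence of a direction. In wider lists, written from textbook knowledge, 14 of 15 aminoacyl-tRNA synthetases, which load amino acids onto their tRNAs, were lower and none was higher, the same as when adjusted over the list alone (median -0.70, adjusted p = 0.112 with an estimated correlation). Of 30 chaperones and stress genes of the endoplasmic reticulum 12 were lower and 4 higher (12 and 5 when adjusted over the list alone), with a median of -0.17 that turned to 0.03 after quantile and 0.06 after cyclic loess normalization (adjusted p = 0.0458 from camera and 0.389 with an estimated correlation). Of 38 ribosomal protein genes 29 were lower and 2 higher (29 and 2 when adjusted over the list alone) with a median of -0.44, which turned to 0.07 after cyclic loess normalization (adjusted p = 0.232 with an estimated correlation). The ribosomal and endoplasmic reticulum lists fell less than other genes of the same level, since the median of the ribosomal list stood at percentile 99.9 and that of the endoplasmic reticulum list at percentile 99.0 of random lists matched for level.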

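Translation initiation factors and nucleoporins were lower in VITRO than in VIVO. Most of the listed initiation factors, though not all, help to bring the ribosome to the start of an mRNA. Nucleoporins build the pore that mRNA leaves through. Of 38 measured initiation factors 33 were lower and none higher at an FDR below 0.1 (33 when adjusted over the list alone), with a median log2 fold change of -0.74 at percentile 14.0 of random lists of the same level. EIF3L stood at -1.74 (standard error 0.17, FDR = 2.63e-05), EIF4G1, the scaffold of the complex that binds the cap, at -1.46 (standard error 0.18, FDR = 0.000121), and EIF4E2 at -1.39 (standard error 0.24, FDR = 0.000992). Of 27 nucleoporins 24 were lower and none higher (24 when adjusted over the list alone), with a median of -0.79 at percentile 1.63. RANBP2, on the outer side of the pore, stood at -1.41 (standard error 0.21, FDR = 0.000328) and NDC1, which anchors it in the membrane, at -1.40 (standard error 0.17, FDR = 8.36e-05). NUP37 was lower by a similar amount (-1.31, FDR = 0.000197), as were NUP153 (-1.21, FDR = 0.000145), NUP155 (-1.20, FDR = 4.13e-05) and NUP160 (-1.01, FDR = 0.00125). From camera the adjusted p was 3.09e-11 for the initiation factors and 8.36e-11 for the nucleoporins, and with an estimated correlation it was 0.107 and 0.0933. After cyclic loess normalization 11 initiation factors were lower and 2 higher, and 14 nucleoporins were lower. After quantile normalization 16 initiation factors were lower and 1 higher.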

In detail, “RNA transport” contained among others 9 DEGs of the Eukaryotic Translation Initiation Factor (EIF) family and 4 DEGs (NUP37, NUP160, NUP155, NUP153) of the Nucleoporin (NUP) -family. 

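Enzymes that activate ubiquitin and pass it on to target proteins were mostly lower in VITRO. Of 35 measured E1 and E2 enzymes 27 were lower and 2 higher than in VIVO at an FDR below 0.1, and the counts were the same when adjusted over the list alone. UBE2B stood at -1.77 (standard error 0.17, FDR = 2.53e-05), UBE2N, which builds non-degradative ubiquitin chains, at -1.43 (standard error 0.17, FDR = 8.77e-05), and UBE2R2 at -1.35 (standard error 0.13, FDR = 2.32e-05). UBE2G1, UBE2D3 and UBE2V2 had log2 fold changes of -1.33, -1.23 and -1.23, with FDR values of 0.000210, 0.00152 and 7.81e-05. The median of the list was -0.75, at percentile 2.00 of random lists of genes of the same level (adjusted p = 4.42e-09 from camera and 0.107 with an estimated correlation). After cyclic loess normalization 17 of these enzymes were lower and 3 higher.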

“Ubiquitin mediated proteolysis” encompassed 11 DEGs of the Ubiquitin Conjugating Enzyme (UBE)– family. 

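Splicing factors and proteasome subunits, which remove introns and break down tagged proteins, were lower in VITRO than in VIVO. SRSF1 stood at -1.31 (standard error 0.10, FDR = 9.12e-06) and SRSF10 at -1.28 (standard error 0.21, FDR = 0.000692). The list of splicing factors had a median of -0.62 at percentile 73.5 of random lists of the same level (adjusted p = 4.18e-11 from camera and 0.107 with an estimated correlation). Of 38 measured proteasome genes 33 were lower and none higher at an FDR below 0.1, with the same count when adjusted over the list alone. PSMD12 stood at -1.32 (standard error 0.18, FDR = 0.000197), PSMD1 at -1.21 (standard error 0.18, FDR = 0.000348), and PSMA1 of the catalytic core at -1.21 (standard error 0.20, FDR = 0.000687). The other proteasome genes that the paper names lay between -1.19 (PSMC6, FDR = 5.64e-05) and -0.89 (PSMD11, FDR = 0.000568), and PSMD4 at -0.99 and PSMD11 did not reach a fold change of 2. The median of the proteasome list was -0.76, which 22.8% of random lists of the same level fell below (adjusted p = 2.69e-11 from camera and 0.131 with an estimated correlation). After quantile normalization 15 proteasome genes were lower and 2 higher, and after cyclic loess normalization 10 were lower and 4 higher, with PSMD4 (FDR = 0.100) and PSMD11 (FDR = 0.155) no longer past the threshold.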

“Spliceosome” encompassed 3 DEGs (SRSF1, SRSF10, SRSF3) of the Serine and Arginine Rich Splicing Factor (SRSF)– family and “Proteasome” contained 11 DEGS being part of the Proteasome 20S Subunit Alpha (PSMA1, PSMA6), Proteasome 20S Subunit Beta (PSMB2), Proteasome 26S Subunit (PSMC5, PSMC6, PSMD1, PSMD4, PSMD11, PSMD12), Proteasome Activator Subunit (PSME4)-families (Fig. 5). In agreement, 2 KEGG pathways namely “cell cycle” containing among others Checkpoint Kinase 1 (CHEK1), Cyclin Dependent Kinase 1 (CDK1), Cyclin E2 (CCNE2), Cyclin A2 (CCNA2), Cell Division Cycle 25 A (CDC25A), Serine/threonine-protein kinase 1 (PLK1) as well as Anaphase Promoting Complex Subunit 11 (ANAPC11) and “p53 signalling pathway” encompassing again CHEK1, CDK1, CCNE2 but also Apoptosis Regulator BAX (BAX) play a fundamental role for cell cycle regulation of the early embryo (Fig. 5).

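Genes that drive a cell through DNA replication and mitosis were lower in VITRO blastocysts than in VIVO blastocysts. CCNE2, a cyclin of the entry into S phase, stood at -1.92 (standard error 0.14, FDR = 7.66e-06) and PLK1, a kinase of mitotic entry and spindle assembly, at -1.67 (standard error 0.12, FDR = 5.77e-06). CDC25A, a phosphatase that activates cyclin-dependent kinases, stood at -1.38 (standard error 0.18, FDR = 0.000169), CDK1, the kinase of mitotic entry, at -1.24 (standard error 0.17, FDR = 0.000218), and CHEK1, a kinase of the DNA damage checkpoint, at -1.04 (standard error 0.12, FDR = 8.68e-05). CCNA2 (-1.12, FDR = 6.65e-05), a cyclin of S phase and G2, and ANAPC11 (-1.04, FDR = 5.52e-05), the catalytic part of the anaphase promoting complex, fell by similar amounts. BAX, which opens the outer mitochondrial membrane in apoptosis, stood at -1.26 (standard error 0.13, FDR = 3.36e-05). Of 42 genes of G2 and mitosis 34 were lower and 1 was higher at an FDR below 0.1 (36 and 1 when adjusted over the list alone), with a median of -0.82 at percentile 0.02 of random lists of the same level. The list kept a low adjusted p with an estimated correlation (0.0871, against 7.80e-13 from camera), and so did 38 genes of G1 and S phase, 26 of them lower and none higher, as over the list alone, with a median of -0.58 (0.0569). Of 38 p53 targets and apoptosis genes 16 were lower and 6 higher (17 and 6 when adjusted over the list alone), with an adjusted p of 0.0219 from camera and 0.144 with an estimated correlation. The paper's own pathway genes, which are not independent evidence, were lower in 19 of 19 cases for the cell cycle and 13 of 13 for p53 signaling.

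**Figure D1:**
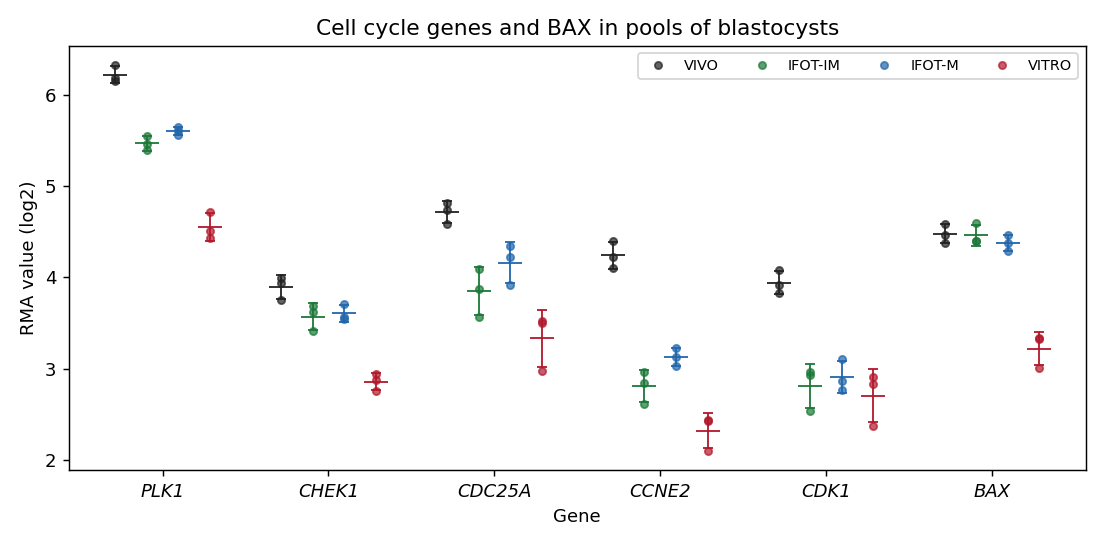
RMA values on the log2 scale of 5 cell cycle genes and BAX in the 12 pools, by group, with 1 point per array and the mean ± SD of 3 arrays. Mean PLK1 was 6.22 in VIVO and 4.55 in VITRO, and mean BAX was 4.48 and 3.22.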

**Fig. 4:**
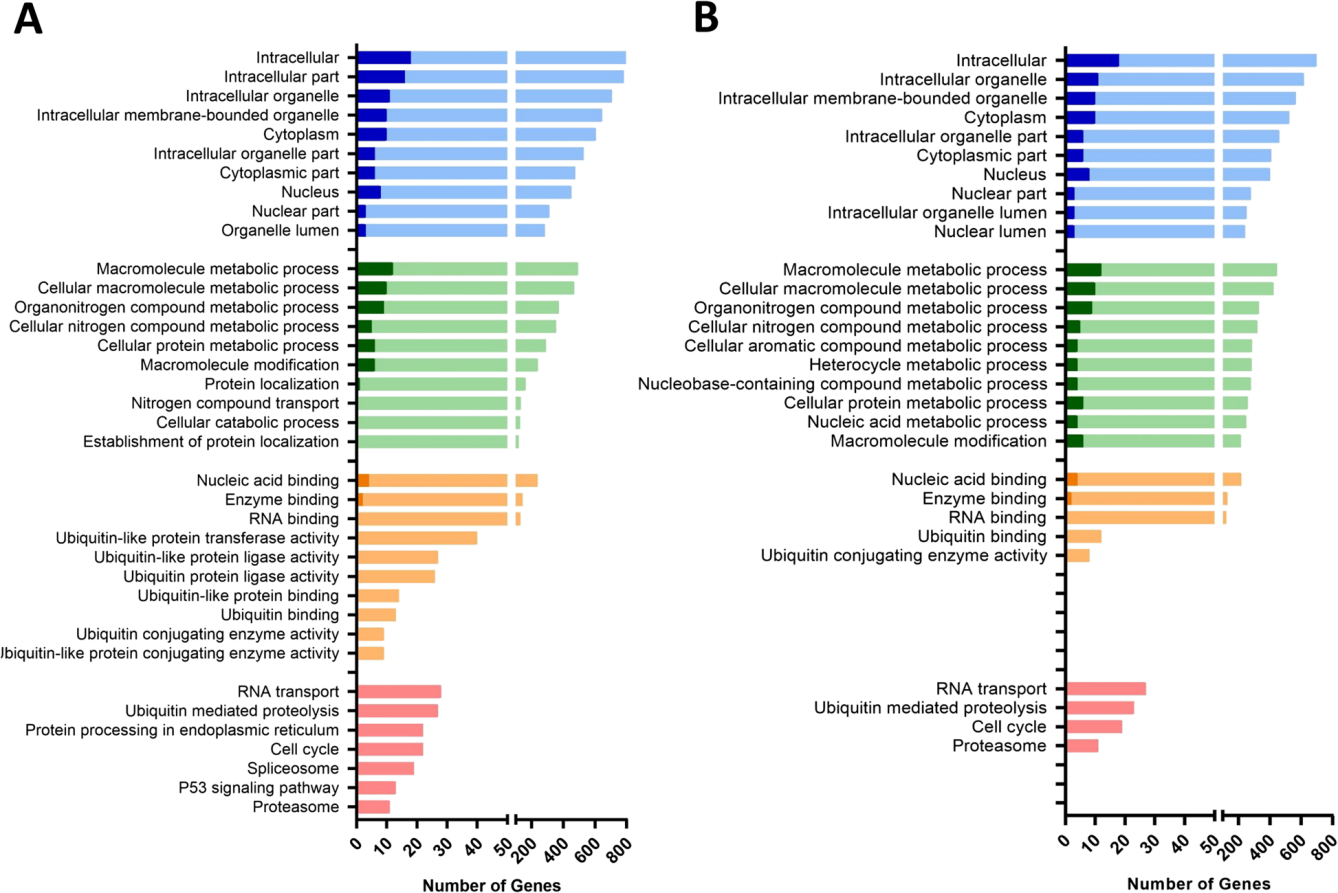
**A** Top Cellular components (blue), Biological processes (green), Molecular functions (orange) and KEGG pathways (red) enriched in genes differentially expressed between VITRO and VIVO embryos (FC > 2, FDR < 0.1). **B** Top Cellular components (blue), Biological processes (green), Molecular functions (orange) and KEGG pathways (red) enriched in genes differentially expressed between IFOT-M and VIVO embryos (FC > 2, FDR < 0.1). Solid colors represent up-regulated genes and light colors represent down-regulated genes

**Fig. 5:**
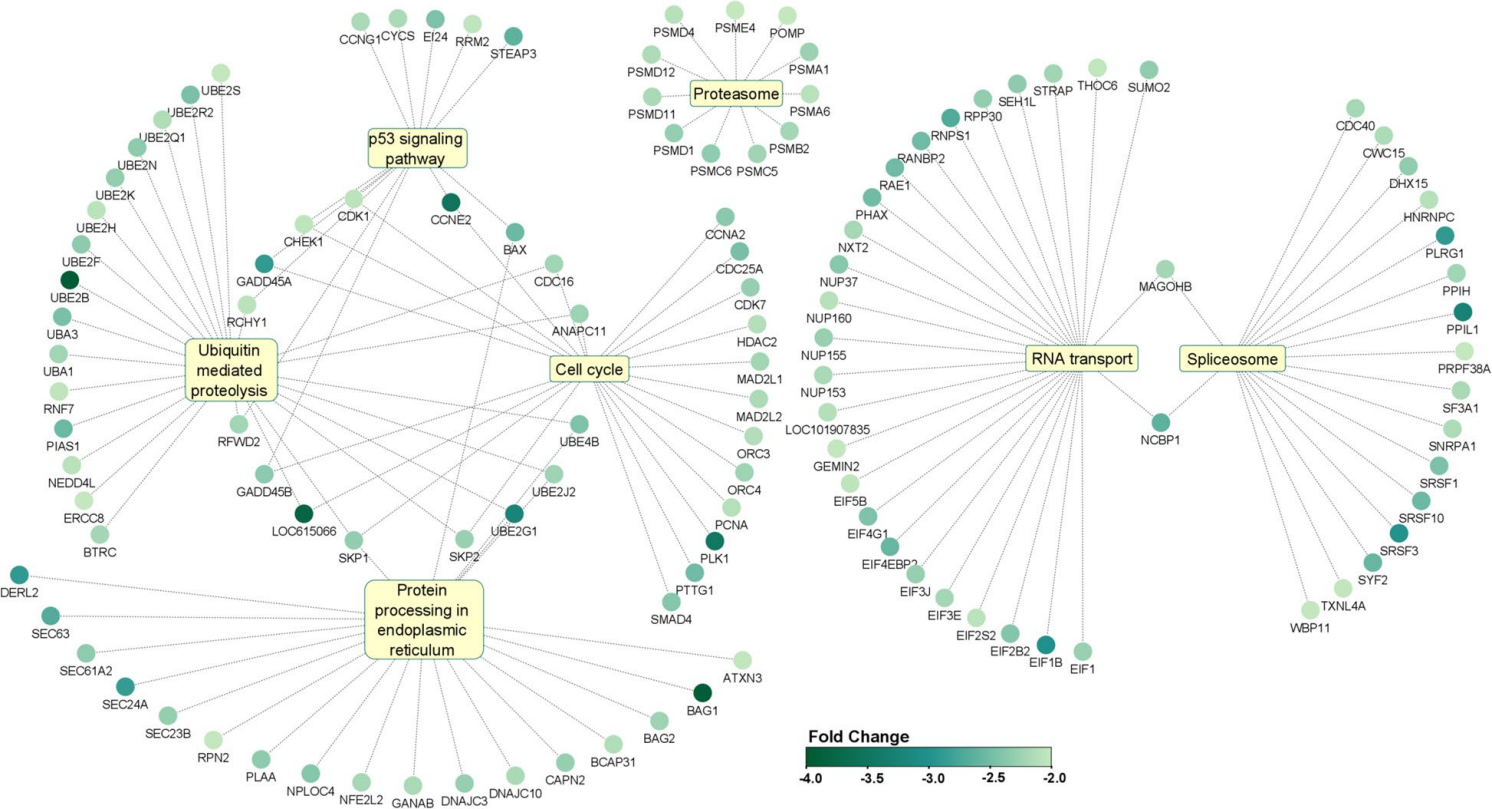
Functional annotation and sub-network enrichment analysis identified 7 KEGG pathways sharing differentially expressed genes in VITRO blastocysts. Of these, 5 KEGG pathways including “RNA transport”, “Ubiquitin mediated proteolysis”, “Protein processing in endoplasmic reticulum”, “Spliceosome” and “Proteasome” play a role for protein synthesis or degradation. In addition, 2 KEGG pathways namely “cell cycle” and “p53 signalling pathway” play a fundamental role for cell cycle regulation of the early embryo. The color intensity of differentially regulated genes among these pathways correlates with their level of down-regulation (light to solid color)

### Sustained impact of the post-maturation environment on blastocyst transcriptome profile

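The DEGs of VITRO were set against those of the embryos that had developed in the oviduct and uterus. Of its 1833 DEGs, 1319 (72.0%) were DEGs in neither IFOT-M nor IFOT-IM. Because a gene can miss a threshold in 1 comparison without differing between the groups, VITRO was also compared with each IFOT group directly. Of the 1319, 271 were DEGs between VITRO and IFOT-M (234 lower in VITRO and 37 higher), and 1019 passed an FDR of 0.1 at any fold change. Against IFOT-IM 116 were DEGs (92 lower and 24 higher) and 625 passed the FDR alone. Both direct tests were passed by 91 as DEGs and by 608 on the FDR alone. The genes were chosen for a change in VITRO alone against the same VIVO arrays, a choice that favors a difference in these direct tests. Some of the 1319 also differed from VIVO in the IFOT groups. The FDR was passed by 486 in IFOT-M and 828 in IFOT-IM, below a fold change of 2 for all that passed. Over all 24415 probe sets 2461 and 5023 passed it. Because the 1319 were chosen against the same VIVO arrays, part of these calls can come from the shared arrays.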

The great majority of DEGs of group VITRO (913 of 1052, 86.8%) was not differentially expressed in IFOT-M or IFOT-IM embryos, too. To investigate the exclusive effect of the environment after in vitro maturation, DEGs common between VITRO and IFOT-M or IFOT-IM embryos were therefore excluded from further gene ontology analysis (Fig. 3, Venn D). The vast majority of these transcripts (853 of 913, 93.4%) was down-regulated compared to VIVO embryos (Additional File 5). 

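The genes of VITRO alone whose fall was also past the threshold against IFOT-M included several of the pathways above. BAX was -1.16 relative to IFOT-M (standard error 0.13, FDR = 0.000499). Against VIVO it stood at -0.10 in IFOT-M and -0.01 in IFOT-IM, near 0 with a sign that changed with the normalization. EIF4G1 stood at -1.11 relative to IFOT-M (FDR = 0.00303), PSMC5, an ATPase of the proteasome, at -1.06 (FDR = 0.00230), and NUP50 at -1.05 (FDR = 0.000499). AQP3, a water channel of the trophectoderm that was not a DEG against VIVO, differed between VITRO and IFOT-M by -1.13 (FDR = 0.000618). Of the 1319 DEGs, 74.4% were lower than in VIVO. Because most DEGs of VITRO were absent from the IFOT groups, the paper concludes that the environment after maturation influenced them.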

Gene ontology analysis of these DEGs (*n* = 913) confirmed that these play a role in 42 cellular components (Fig. 4B) with “intracellular” found to be the most affected one (699 DEGs, 97.4% down-regulated) followed by “intracellular part” (686 DEGs, 97.7% down-regulated), “intracellular organelle” (618 DEGs, 98.2% down-regulated), “intracellular membrane-bounded organelle” (567 DEGs, 98.2% down-regulated) as well as “cytoplasm” (524 DEGs, 98.1% down-regulated) as presented in Fig. 4B. Biological pathway analysis identified a total of 27 biological processes, including “macromolecule metabolic process” (444 DEGs, 97.3% down-regulated), “cellular macromolecular metabolic process” (424 DEGs, 97.6% down-regulated), “organonitrogen compound metabolic process” (331 DEGs, 97.3% down-regulated), “cellular nitrogen compound metabolic process” (320 DEGs, 98.4% down-regulated) and “cellular aromatic compound metabolic process” (286 DEGs, 98.6% down-regulated) as presented in Fig. 4B. Furthermore, DEGs play a significant role in 6 molecular functions (Fig. 4B) with “nucleic acid binding” found to be the most affected one (218 DEGs, 98.2% down-regulated) followed by “enzyme binding” (129 DEGs, 98.45% down-regulated), “RNA binding” (121 DEGs, 100% down-regulated), “ubiquitin binding” (12 DEGs, 100% down-regulated) as well as “ubiquitin conjugating enzyme activity” (8 DEGs, 100% down-regulated) as demonstrated in Fig. 4B. 

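The gene groups that were lower in VITRO had smaller median falls against VIVO in the IFOT groups. Direct tests are given for VITRO against IFOT-M only, where none of these lists was past 0.1 with an estimated correlation. For translation initiation factors the median log2 fold change against VIVO was -0.24 in IFOT-M and -0.42 in IFOT-IM, with 9 and 19 of 38 genes lower at an FDR below 0.1 (12 and 29 lower, with 1 and 0 higher, when adjusted over the list alone). For nucleoporins it was -0.35 and -0.46, with 9 and 19 of 27 lower, and for E1 and E2 enzymes of ubiquitin -0.23 and -0.38, with 8 and 16 of 35 lower and 1 higher in IFOT-IM (15 and 22 nucleoporins and 13 and 20 enzymes lower when adjusted over the list alone). For the proteasome it was -0.22 and -0.41, with 10 and 19 of 38 lower (11 and 26 when adjusted over the list alone). Against VIVO the lowest adjusted p with an estimated correlation among these lists in the IFOT groups was 0.103, for nucleoporins in IFOT-IM. Directly between VITRO and IFOT-M, 22 initiation factors, 16 nucleoporins, 20 ubiquitin enzymes and 19 proteasome genes were lower in VITRO and none was higher (26, 17, 22 and 25 lower when adjusted over the list alone, with 1 initiation factor and 1 ubiquitin enzyme higher). With an estimated correlation the adjusted p for VITRO against IFOT-M was 0.136 for the first 3 of these lists and 0.186 for the proteasome, whose median of -0.42 turned to 0.01 after cyclic loess normalization.

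**Figure D2:**
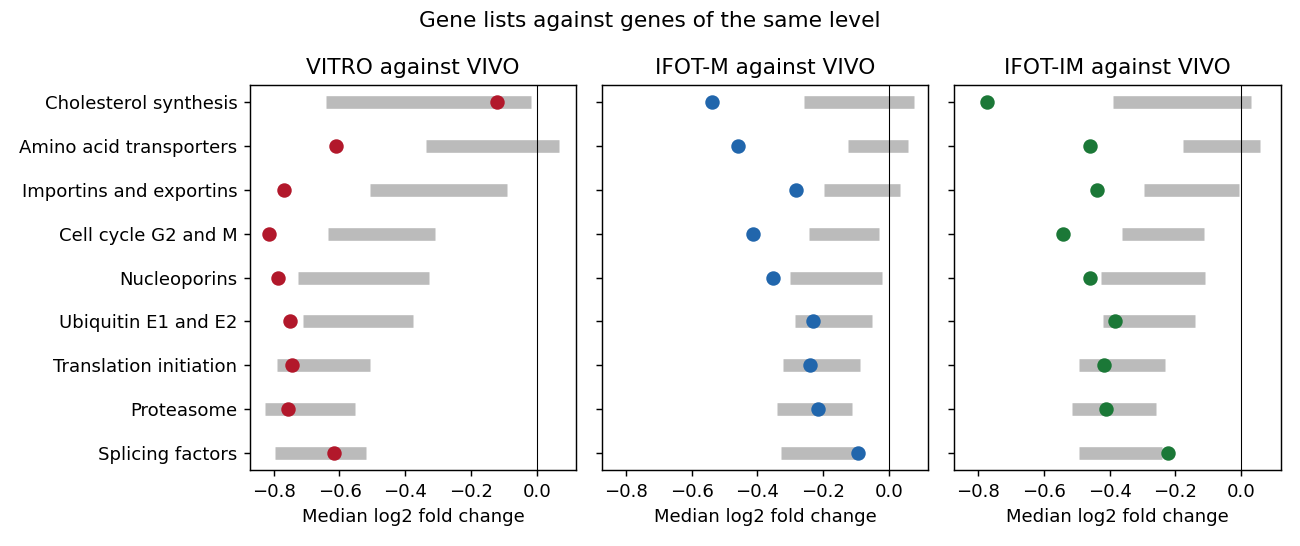
Median log2 fold change of 9 gene lists in VITRO, IFOT-M and IFOT-IM against VIVO (points), with grey bars from the 5th to the 95th percentile of medians of 10000 random lists of genes of the same level. In VITRO the proteasome point at -0.76 lies inside its bar, from -0.83 to -0.55, and the point of G2 and mitosis genes at -0.82 lies outside its own, from -0.64 to -0.31.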

Further analysis identified 4 KEGG pathways (Additional File 5) namely “RNA transport”, “Ubiquitin mediated proteolysis”, “Cell cycle” and “Proteasome” were identified to be fundamentally affected by these genes exclusively differentially expressed between VITRO and VIVO embryos (Fig. 4B). Of these, the 3 KEGG pathways “RNA transport”, “Ubiquitin mediated proteolysis”, as well as “Proteasome” play a role in Protein synthesis and/or degradation. 

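Among initiation factors and nucleoporins some genes stayed near VIVO in the IFOT groups and others fell there too. NUP50 stood at -0.03 in IFOT-M and -0.17 in IFOT-IM against VIVO, and EIF4G1 at -0.36 and -0.26 (standard error 0.18). NUP153 stood at -0.47 (FDR = 0.106) and -0.72 (FDR = 0.0100), and its difference between VITRO and IFOT-M was -0.75 (FDR = 0.00968). NUP37, by contrast, was a DEG in IFOT-M and in IFOT-IM too, at -1.0 (FDR = 0.00626) and -1.15 (FDR = 0.00141). EIF3E, a subunit of the initiation complex that binds the small ribosomal subunit, was a DEG in VITRO (-1.16) and IFOT-IM (-1.03) and stood at -0.91 in IFOT-M.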

In detail, “RNA transport” contained among others 9 DEGs of the Eukaryotic Translation Initiation Factor (EIF) family and 4 DEGs (NUP37, NUP160, NUP155, NUP153) of the Nucleoporin (NUP) -family. “Ubiquitin mediated proteolysis” encompassed 10 DEGs of the Ubiquitin Conjugating Enzyme (UBE)– family with Ubiquitin Conjugating Enzyme E2 (UBE2G1) being most down-regulated. 

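Ubiquitin conjugating enzymes differed in how far they fell in the IFOT groups. UBE2B was a DEG in all 3 groups, at -1.35 in IFOT-M (FDR = 0.000866) and -1.44 in IFOT-IM (FDR = 0.000292). UBE2G1 stood at -0.64 in IFOT-M (FDR = 0.0591) and -1.0 in IFOT-IM (FDR = 0.00361), and its difference between VITRO and IFOT-M was -0.69 (FDR = 0.0264). The direct difference was larger for UBE2N, at -1.18 (FDR = 0.00166), and for UBE2Q1, at -1.04 (FDR = 0.00899). UBE2Q1 lay at -0.01 in IFOT-M against VIVO and UBE2N at -0.25, neither past the threshold (FDR = 0.982 and 0.461).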

Finally, the “Proteasome” pathway contained 10 DEGS being part of the Proteasome 20 S Subunit Alpha (PSMA1, PSMA6), Proteasome 20 S Subunit Beta (PSMB2), Proteasome 26 S Subunit (PSMC5, PSMC6, PSMD1, PSMD4, PSMD11, PSMD12) and Proteasome Activator Subunit (PSME4)-families (Fig. 6). Moreover, 1 KEGG pathways namely “cell cycle” containing among others Checkpoint Kinase 1 (CHEK1), Cyclin Dependent Kinase 1 (CDK1), Cell Division Cycle 25 A (CDC25A) as well as Serine/threonine-protein kinase 1 (PLK1) plays a fundamental role for cell cycle regulation of the early embryo (Fig. 6).

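In the proteasome the contrast between VITRO and IFOT-M reached the thresholds of a DEG for PSMC5 and for PSME3, an activator of the core particle in the nucleus, at -1.0 (FDR = 0.00820). PSMC5 stood at -0.04 in IFOT-M and -0.35 in IFOT-IM against VIVO (FDR = 0.923 and 0.180), values that turned to 0.19 and 0.01 after cyclic loess normalization. PSME4, another activator of the core, differed between VITRO and IFOT-M by -0.92 (FDR = 0.00267). PSMA1, PSMB2 and PSMC6 fell in IFOT-IM as well, with log2 fold changes of -1.13, -1.11 and -1.11 (FDR = 0.00310, 0.000552 and 0.000322). In IFOT-M the same subunits stood at -0.69, -0.98 and -0.78.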

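Some cell cycle genes were lower in VITRO than in IFOT-M as well as VIVO, and others fell in the IFOT groups too. PLK1 differed between VITRO and IFOT-M by -1.05 (standard error 0.12, FDR = 0.000500) and CHEK1 by -0.75 (standard error 0.12, FDR = 0.00292). Against VIVO, CHEK1 stood at -0.29 in IFOT-M and -0.32 in IFOT-IM, CDC25A at -0.55 and -0.87, and CCNA2 at -0.26 and -0.55. CDK1 was a DEG in all 3 groups, at -1.03 in IFOT-M (FDR = 0.00448) and -1.14 in IFOT-IM (FDR = 0.00122), and CCNE2 was as well, at -1.11 and -1.43. Between VITRO and IFOT-M the difference was -0.21 for CDK1 (FDR = 0.443). Of 38 genes of G1 and S phase 19 were lower in VITRO than in IFOT-M and none was higher (25 lower when adjusted over the list alone, adjusted p = 0.0469 with an estimated correlation). The 42 genes of G2 and mitosis fell in the IFOT groups too, with 17 lower in IFOT-M and 27 in IFOT-IM against VIVO (27 and 29 when adjusted over the list alone), medians of -0.41 and -0.54, and adjusted p of 0.0725 and 0.0721 with an estimated correlation. Directly, 14 of them were lower in VITRO than in IFOT-M and 1 was higher (20 and 1 when adjusted over the list alone), with a median of -0.33 at percentile 21.3 of random lists of the same level (adjusted p = 3.77e-07 from camera and 0.136 with an estimated correlation).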

**Fig. 6:**
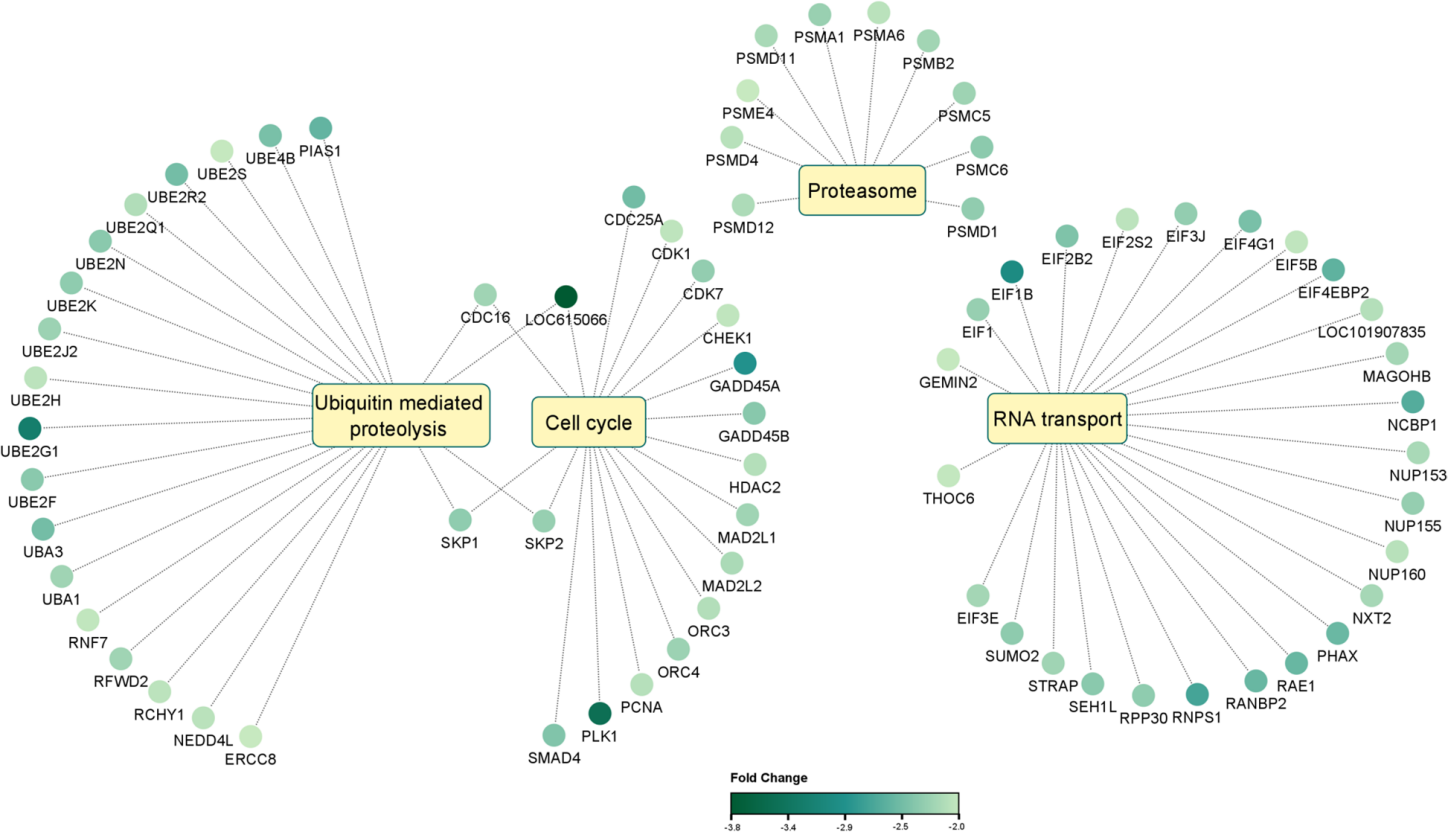
Functional annotation and sub-network enrichment analysis identified 4 KEGG pathways sharing differentially expressed genes in IFOT-M blastocysts. Of these, 3 KEGG pathways including “RNA transport”, “Ubiquitin mediated proteolysis”, and “Proteasome” play a role for protein synthesis or degradation. In addition, 1 KEGG pathway namely “cell cycle” plays a fundamental role for cell cycle regulation of the early embryo. The color intensity of differentially regulated genes among these pathways correlates with their level of down-regulation (light to solid color)

### Sustained impact of the maturation environment on the blastocyst transcriptome profile

Comparison of group IFOT-M with group VIVO embryos (Fig. 3, Venn B) identified a total of 144 DEGs with 135 (94%) of them down-regulated relative to VIVO embryos (Additional File 3). 

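Blastocysts from oocytes matured in vitro and then transferred had several of their deepest falls below VIVO in genes of lipid and amino acid metabolism. NID2, a protein of the basement membrane, stood at -2.46 (standard error 0.16, FDR = 1.56e-05) and S100A2, a calcium-binding protein, at -2.33 (standard error 0.25, FDR = 0.000373). FADS1, which desaturates long fatty acids, stood at -2.11 (standard error 0.30, FDR = 0.00188), PSPH, the last enzyme of serine synthesis, at -1.93 (standard error 0.13, FDR = 1.56e-05), and ASNS, which makes asparagine, at -1.88 (standard error 0.18, FDR = 0.000140). PHGDH, the enzyme that starts serine synthesis, stood at -1.40 (FDR = 0.00155) and PSAT1, which follows it, at -1.20 (FDR = 0.000651). Of 15 genes of serine, glycine and folate metabolism 6 were lower and 1 higher (7 and 1 when adjusted over the list alone, adjusted p = 0.106 with an estimated correlation). Of 22 genes of fatty acid synthesis and desaturation 10 were lower and none higher, the same as over the list alone, with an adjusted p of 2.67e-06 from camera and 0.148 with an estimated correlation.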

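The DEGs of IFOT-M were compared with IFOT-IM both by their overlap and directly. Of the 343 DEGs of IFOT-M, 113 were not DEGs of IFOT-IM, 34 of them lower and 79 higher than VIVO. In the direct comparison of the 2 groups by limma, 0 of the 113 were past the threshold. No probe set at all passed it there (smallest FDR 0.321), so this 0 says nothing about the 113 in particular. All 113 differed between the 2 groups in the direction of their call. Choosing genes called in IFOT-M alone of the 2 favors such a difference. Of the 113, 111 changed from VIVO in the same direction in IFOT-IM, and 68 passed an FDR of 0.1 there. Both comparisons use the same VIVO arrays, which favors the same direction. Without VIVO replicate 2 the count of 113 became 65, and it was 71 after quantile normalization and 19 with 1 probe set per gene symbol.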

A total of 109 genes were not differentially expressed in IFOT-IM embryos, too. To investigate the exclusive effect of the environment during in vitro maturation, DEGs common between IFOT-M and IFOT-IM embryos were therefore excluded from further gene analysis (Additional File 6). Gene ontology analysis found that DEGs affected by the environment during maturation play a significant role in 21 biological processes with “steroid metabolic process” (9 DEGs) representing the most affected pathway followed by “steroid biosynthetic process” (8 DEGs), “organic hydroxyl compound biosynthetic process” (7 DEGs), “sterol metabolic process” (7 DEGs), “sterol biosynthetic process” (7 DEGs) as well as “amino acid transport” (7 DEGs) as demonstrated in Fig. 7A. In addition, biological pathway analysis revealed that these DEGs play a role in 8 molecular functions. Of these, “organic acid transmembrane transporter activity” (6 DEGs), “carboxylic acid transmembrane transporter activity” (6 DEGs), “amino acid transmembrane transporter activity” (6 DEGs) were identified to be most affected (Fig. 7A). 

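Genes of cholesterol synthesis were lower in IFOT-M than in VIVO, and lower than in VITRO as well. MSMO1, which removes methyl groups from sterol precursors, stood at -1.85 (standard error 0.21, FDR = 0.000472) against VIVO. CYP51A1, a demethylase of lanosterol, stood at -1.65 (standard error 0.18, FDR = 0.000342) and SQLE, which oxidizes squalene, at -1.48 (standard error 0.18, FDR = 0.000853). Of 20 genes on the list 15 had a probe set of their own, and 7 of them were lower and none higher at an FDR below 0.1 (9 when adjusted over the list alone). Their median was -0.54, outside the range from -0.26 to 0.07 between the 5th and 95th percentiles of random lists of the same level, with an adjusted p of 1.76e-08 from camera and 0.0221 with an estimated correlation. In a list of 14 genes under the control of the sterol response, which is not separate because it also holds MSMO1, 8 were lower and none higher (11 when adjusted over the list alone, adjusted p = 0.0221 with an estimated correlation). In VITRO, which shares maturation in vitro with IFOT-M, 3 cholesterol genes were lower and 1 higher than in VIVO with a median of -0.12, and after quantile normalization 1 was lower and 5 higher with a median of 0.05. Directly, 9 of the 15 genes were higher in VITRO than in IFOT-M and none lower (10 when adjusted over the list alone, adjusted p = 0.0582 with an estimated correlation).

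**Figure D3:**
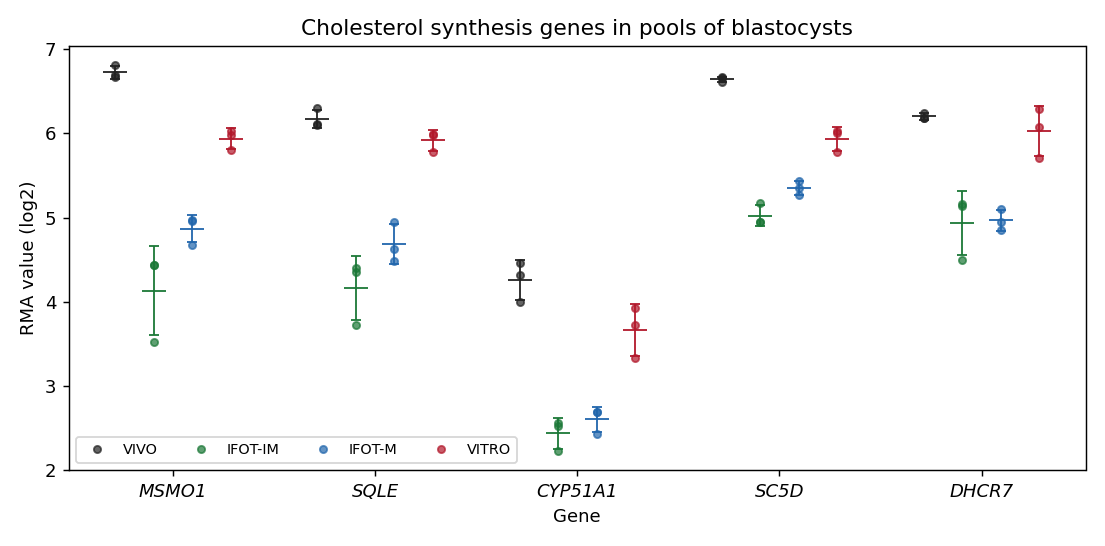
RMA values on the log2 scale of 5 genes of cholesterol synthesis in the 12 pools, by group, with 1 point per array and the mean ± SD of 3 arrays. Mean MSMO1 was 6.72 in VIVO, 5.94 in VITRO, 4.87 in IFOT-M and 4.13 in IFOT-IM.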

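Transporters that carry amino acids across the cell membrane were lower in IFOT-M than in VIVO. SLC38A2, a transporter of small neutral amino acids, stood at -1.55 (standard error 0.16, FDR = 0.000326) and SERINC3, a membrane protein of serine incorporation, at -1.21 (standard error 0.14, FDR = 0.000434). SLC7A5, the light chain of a transporter of large neutral amino acids, stood at -1.18 (standard error 0.10, FDR = 9.50e-05), SLC1A4 at -1.07 (FDR = 0.00181) and SLC43A2 at -1.06 (FDR = 0.0127). Of 36 measured transporters 18 were lower and none higher at an FDR below 0.1 (20 lower and 1 higher when adjusted over the list alone), with a median of -0.46 and an adjusted p of 2.41e-07 from camera and 0.00819 with an estimated correlation. In IFOT-IM 17 were lower and none higher (20 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0199 with an estimated correlation) and SLC38A2 stood at -1.60, while in VITRO 21 were lower and 4 higher (21 and 5 over the list alone) and SLC38A2 stood at -1.61. Between IFOT-M and IFOT-IM the list had an adjusted p of 0.596 with an estimated correlation. The count of 18 fell to 7 after quantile normalization, and to 11 after cyclic loess normalization. Leaving out 1 array also lowered it, to 6 without VIVO replicate 2 or 3, to 7 without IFOT-M replicate 1 or 3, to 8 without IFOT-M replicate 2 and to 10 without VIVO replicate 1.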

Finally, pathway analysis observed 2 KEGG pathways affected by the environment during maturation namely “Terpenoid backbone synthesis” encompassing 4 DEGs (ACAT2, FDPS, HMGCR, HMGCS1) as well as “Steroid biosynthesis” encompassing 3 DEGs (DHCR24, DHCR7, SC5D) as demonstrated in Fig. 7A. Noteworthy, all DEGs within these two pathways were down-regulated in comparison to VIVO embryos. 

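In these pathways DHCR7, which forms cholesterol from its last precursor, stood at -1.23 (standard error 0.19, FDR = 0.00296) in IFOT-M against VIVO. SC5D, the desaturase that acts just before it, stood at -1.29 (standard error 0.12, FDR = 0.000131). Of the paper's steroid biosynthesis genes with a probe set of their own 5 of 5 were lower, a count that is not independent evidence because the study chose them on these arrays. The same genes were low in IFOT-IM, where DHCR7 stood at -1.27 (FDR = 0.00112) and SC5D at -1.62 (FDR = 1.87e-05) against VIVO. Between IFOT-M and IFOT-IM the difference was 0.03 (standard error 0.19, FDR = 0.977) for DHCR7 and 0.33 (standard error 0.12, FDR = 0.654) for SC5D. For the list of cholesterol synthesis genes as a whole the median difference was 0.25, with 0 of 15 genes past an FDR of 0.1 over all probe sets and 7 higher in IFOT-M when adjusted over the list alone (adjusted p = 0.140 with an estimated correlation). In VITRO DHCR7 stood at -0.17 (FDR = 0.472) against VIVO, a value that turned to 0.33 after quantile normalization, and it was higher than in IFOT-M by 1.06 (FDR = 0.00422). From DEGs of IFOT-M that were not DEGs of IFOT-IM, the paper concludes that the environment during maturation altered genes of cholesterol synthesis and lipid metabolism.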

Protein-Protein Interactome (PPI) analysis (confidence score = 900, zero order network) predicted 13 highly interconnected genes with HMGCR, HMGCS1, DHCR24, DHCR7, SC5D playing an outstanding role among these 109 DEGs differential expressed in IFOT-M but not in IFOT-IM embryos (Fig. 7B).

**Fig. 7:**
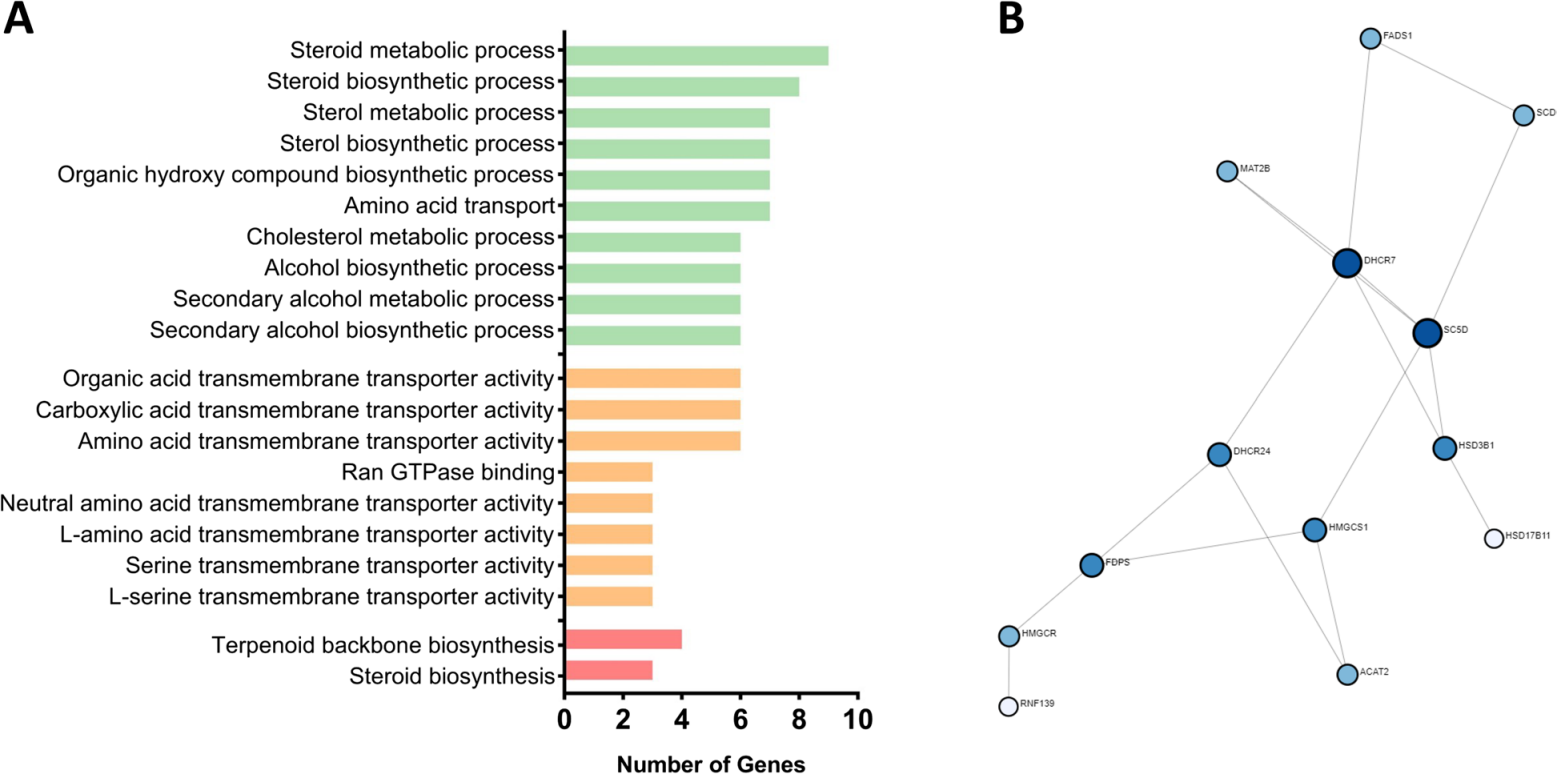
**A** Top Biological processes (green), Molecular functions (orange) and KEGG pathways (red) enriched in genes differentially expressed between IFOT-IM and VIVO embryos (FC > 2, FDR < 0.1). Solid colors represent up-regulated genes and light colors represent down-regulated genes. **B** Among these differentially expressed genes, analysis of Protein-Protein Interactions (zero order network, confidence score = 900) predicted 13 highly interconnected genes with DHCR7, DHCR24, SC5D, HMGCR and HMGCS1 playing an outstanding role specifically due to the in vitro environment after maturation

### Sustained impact of the oocyte source on the blastocyst transcriptome landscape

Oocytes collected from slaughterhouse ovaries and transferred immediately into a dominant follicle (IFOT-IM) allowing in vivo maturation, in vivo fertilization as well as in vivo early embryo development were compared against in vivo derived blastocyst (VIVO). IFOT-IM showed 122 DEGs compared to VIVO embryos (Fig. 3). 

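Blastocysts from immature oocytes transferred to the follicle differed from VIVO in many of the genes that also fell in IFOT-M. S100A2 stood at -2.68 (standard error 0.25, FDR = 8.82e-05) in IFOT-IM, NID2 at -2.54 (standard error 0.16, FDR = 8.49e-06), FADS1 at -2.38 (standard error 0.30, FDR = 0.000436) and ASNS at -2.32 (standard error 0.18, FDR = 1.98e-05). SPCS3, a subunit of the signal peptidase, stood at -2.0 (standard error 0.27, FDR = 0.000721) and PSPH at -1.96 (FDR = 8.49e-06). ASCC1, part of a complex that assists transcription and repair, stood at -2.15 (standard error 0.17, FDR = 2.16e-05) in IFOT-IM and -1.01 in IFOT-M (FDR = 0.00427). Genes that rose included OR8B1S, an olfactory receptor gene, at 1.46 (standard error 0.40, FDR = 0.0304), and MIR2380 at 1.23 (standard error 0.14, FDR = 0.000213). Array spread and correlation set IFOT-IM replicate 1 apart from replicates 2 and 3, with an SD of 1.55 against 1.64 in each of the others. Without it the count of 632 DEGs became 428, and without replicate 3 it became 847.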

When comparing IFOT-IM embryos with VIVO embryos (VIVO) one biological process namely “modification of host by symbiont morphology or physiology” were found to be affected. Likewise, one KEGG pathway, namely “steroid biosynthesis” encompassing Cytochrome P450 Family 51 Subfamily A Member 1 (CYP51A1), Methylsterol Monooxygenase 1 (MSMO1) and Squalene Epoxidase (SQLE) was obtained to be affected by oocyte source (Additional File 4). Among these DEGs a total of 28 genes was shared between VITRO, IFOT-M and IFOT-IM in relation to VIVO embryos, respectively (Fig. 3). Therefore, these DEGs represent higher confirmed candidates affected by the source of ovaries. 

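The 3 steroid biosynthesis genes named for IFOT-IM had their lowest means of the 4 groups there. MSMO1 stood at -2.59 (standard error 0.21, FDR = 2.63e-05) against VIVO, SQLE at -2.01 (standard error 0.18, FDR = 6.91e-05) and CYP51A1 at -1.82 (standard error 0.18, FDR = 9.98e-05). In VITRO the same genes stood at -0.78 (FDR = 0.0118), -0.25 (FDR = 0.277) and -0.60 (FDR = 0.0193). After quantile normalization MSMO1 (FDR = 0.304) and CYP51A1 (FDR = 0.549) were no longer past the threshold in VITRO and SQLE turned to 0.28. Of 15 measured genes of cholesterol synthesis 10 were lower in IFOT-IM and none higher (11 lower and 1 higher when adjusted over the list alone), among them FDFT1, which makes squalene, at -1.47 (standard error 0.15, FDR = 0.000161) and NSDHL at -1.42 (standard error 0.20, FDR = 0.000805). The median of the list was -0.77 (adjusted p = 6.90e-10 from camera and 0.0238 with an estimated correlation), and 10 of the genes were higher in VITRO than in IFOT-IM with none lower. The study chose the 3 named genes on these arrays, so only the wider list, which holds these 3 as well, bears on the direction.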

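The 3 groups shared DEGs, whose direction depended on the normalization. Of the DEGs, 185 were shared by VITRO, IFOT-M and IFOT-IM against VIVO, 154 of them lower in each group and 31 higher in each. If the calls in the 3 groups were independent, 0.25 lower and 0.01 higher would be shared. The 3 comparisons use the same VIVO arrays, so the calls are not independent. Across probe sets, which are not independent replicates, the log2 fold changes of VITRO correlated with those of IFOT-M at r = 0.708 and of IFOT-IM at r = 0.801. Those of the IFOT groups correlated with r = 0.820. Simulated arrays without any change, sharing only the VIVO arrays, gave about 0.500. That simulation held no shift with the level of expression. The median log2 fold changes of VITRO, IFOT-M and IFOT-IM were -0.66, -0.16 and -0.34 in the 10% of highest mean level. In the lowest 10% they were 0.24, 0.09 and 0.13. How much of the excess over 0.500 comes from this shift was not tested. Counted as 1 probe set per gene symbol, 110 genes were shared, 108 of them lower, and after quantile normalization 111 probe sets were shared, 56 of them lower and 55 higher. After cyclic loess normalization 172 were shared, 63 of them lower and 109 higher.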

Remarkably, all 28 DEGs were found to be down-regulated in VITRO, IFOT-M and IFOT-IM compared to VIVO embryos (Table 3, Additional File 7). 

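Of the 28 genes in Table 3, 23 had a probe set of their own, and all 23 were lower than VIVO at an FDR below 0.1 in each of the 3 groups. DEGs among them numbered 22 in VITRO, 19 in IFOT-M and 22 in IFOT-IM. TMEM165, a Golgi protein needed for glycosylation, stood at -1.93 in VITRO, -1.43 in IFOT-M and -1.40 in IFOT-IM (standard error 0.16, FDR = 1.00e-05, 0.000373 and 0.000218). CD59, which shields cells from complement, stood at -1.63, -1.08 and -1.43 (standard error 0.13), and GARS1, the glycyl-tRNA synthetase, at -1.41, -1.29 and -1.61 (standard error 0.12). SLC38A9, a lysosomal sensor of arginine, stood at -0.60 (FDR = 0.00600) in VITRO and turned to 0.07 (FDR = 0.759) after cyclic loess normalization, while a weaker probe set of the gene gave -1.30. The study chose these genes for falling on the same arrays, so their direction is not independent evidence. Because the genes were shared by the 3 groups, the paper proposes them as candidates for an effect of the source of the ovaries.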

Protein-Protein Interactome (PPI) analysis (confidence score 401, second order network) predicted 13 highly interconnected genes with DLD, ACTC1, UBE2B, DNAjC3, Rab2A as well as PLAC8 playing an outstanding role among these 28 DEGs genes differentially expressed in common in VITRO, IFOT-M and IFOT-IM derived blastocysts (Fig. 8).

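Among these network genes, ACTC1 fell in the IFOT groups as it did in VITRO, to -1.74 (standard error 0.30, FDR = 0.00569) in IFOT-M and -2.06 (standard error 0.30, FDR = 0.00102) in IFOT-IM. DLD, a subunit shared by mitochondrial dehydrogenases, stood at -1.59 in VITRO, -1.31 in IFOT-M and -1.63 in IFOT-IM (standard error 0.12, FDR = 7.66e-06, 0.000109 and 1.87e-05). DNAJC3, a chaperone of the endoplasmic reticulum, stood at -1.04, -0.88 and -1.05 (FDR = 8.81e-05, 0.00181 and 0.000299). RAB2A, a GTPase of transport from the endoplasmic reticulum to the Golgi, stood at -1.33, -0.82 and -1.02 (FDR = 3.02e-05, 0.00369 and 0.000486). In IFOT-M the falls of DNAJC3 and RAB2A passed the FDR and stayed below a fold change of 2. Links between the proteins were not analysed here.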

**Table 3:** Differentially expressed genes shared between embryos of VITRO, IFOT-M and IFOT-IM groups

Gene	Ensembl Transcript IDs	Description	Chr	FC	FDR
ACTC1	ENSBTAT00000007504	actin, alpha, cardiac muscle 1	chr10	-4.76	0.0182
GALNT1		polypeptide N-acetylgalactosaminyltransferase 1	chr24	-4.62	0.0088
TMEM165	ENSBTAT00000001671	transmembrane protein 165	chr6	-4.24	0.0068
UBE2B		ubiquitin-conjugating enzyme E2B	chr7	-3.95	0.0118
ASNS	ENSBTAT00000004181	asparagine synthetase (glutamine-hydrolyzing)	chr4	-3.49	0.0012
LOC104968964	ENSBTAT00000065846	guanine nucleotide-binding protein G(I)/G(S)/G(O) subunit gamma-5	chr7	-3.36	0.0459
CD59	ENSBTAT00000002967	CD59 molecule, complement regulatory protein	chr15	-3.35	0.0134
NID2	ENSBTAT00000029257	nidogen 2 (osteonidogen)	chr10	-3.18	0.0358
INTS6		integrator complex subunit 6	chr12	-3.10	0.0068
RAB2A	ENSBTAT00000001253	RAB2A, member RAS oncogene family	chr14	-2.99	0.0266
DLD	ENSBTAT00000033787	dihydrolipoamide dehydrogenase	chr4	-2.98	0.0061
GARS	ENSBTAT00000025254	glycyl-tRNA synthetase; glycine--tRNA ligase-like	chr4	-2.81	0.0048
PHGDH	ENSBTAT00000008907	phosphoglycerate dehydrogenase	chr3	-2.79	0.0255
SRI	ENSBTAT00000053811	sorcin	chr4	-2.79	0.0174
SLC35G1	ENSBTAT00000048596	solute carrier family 35, member G1	chr26	-2.74	0.0144
SLC38A9	ENSBTAT00000047351	solute carrier family 38, member 9	chr20	-2.69	0.0068
AGPS		alkylglycerone phosphate synthase	chr2	-2.63	0.0273
PTPLB	ENSBTAT00000032276	protein tyrosine phosphatase-like (proline instead of catalytic arginine), member b	chr1	-2.50	0.0088
SPIC	ENSBTAT00000013069	Spi-C transcription factor (Spi-1/PU.1 related)	chr5	-2.47	0.0147
RLF	ENSBTAT00000026252	rearranged L-myc fusion	chr3	-2.43	0.0163
NUP37	ENSBTAT00000000024	nucleoporin 37kDa	chr5	-2.38	0.0188
ULBP17	ENSBTAT00000057496	UL16-binding protein 17; retinoic acid early transcript 1G	chr9	-2.38	0.0110
RAET1G	ENSBTAT00000057496	UL16-binding protein 17; retinoic acid early transcript 1G	chr9	-2.38	0.0110
UNC50	ENSBTAT00000019807	unc-50 homolog (C. elegans)	chr11	-2.37	0.0109
DPM1	ENSBTAT00000010153	dolichyl-phosphate mannosyltransferase polypeptide 1, catalytic subunit	chr13	-2.33	0.0138
DNAJC3	ENSBTAT00000016001	DnaJ (Hsp40) homolog, subfamily C, member 3	chr12	-2.29	0.0111
MCOLN2	ENSBTAT00000066065	mucolipin 2	chr3	-2.15	0.0154
PLAC8	ENSBTAT00000012987	placenta-specific 8	chr6	-2.13	0.0061

*Chr *Chromosome, *FC *Fold change, *FDR *False discovery rate

**Fig. 8:**
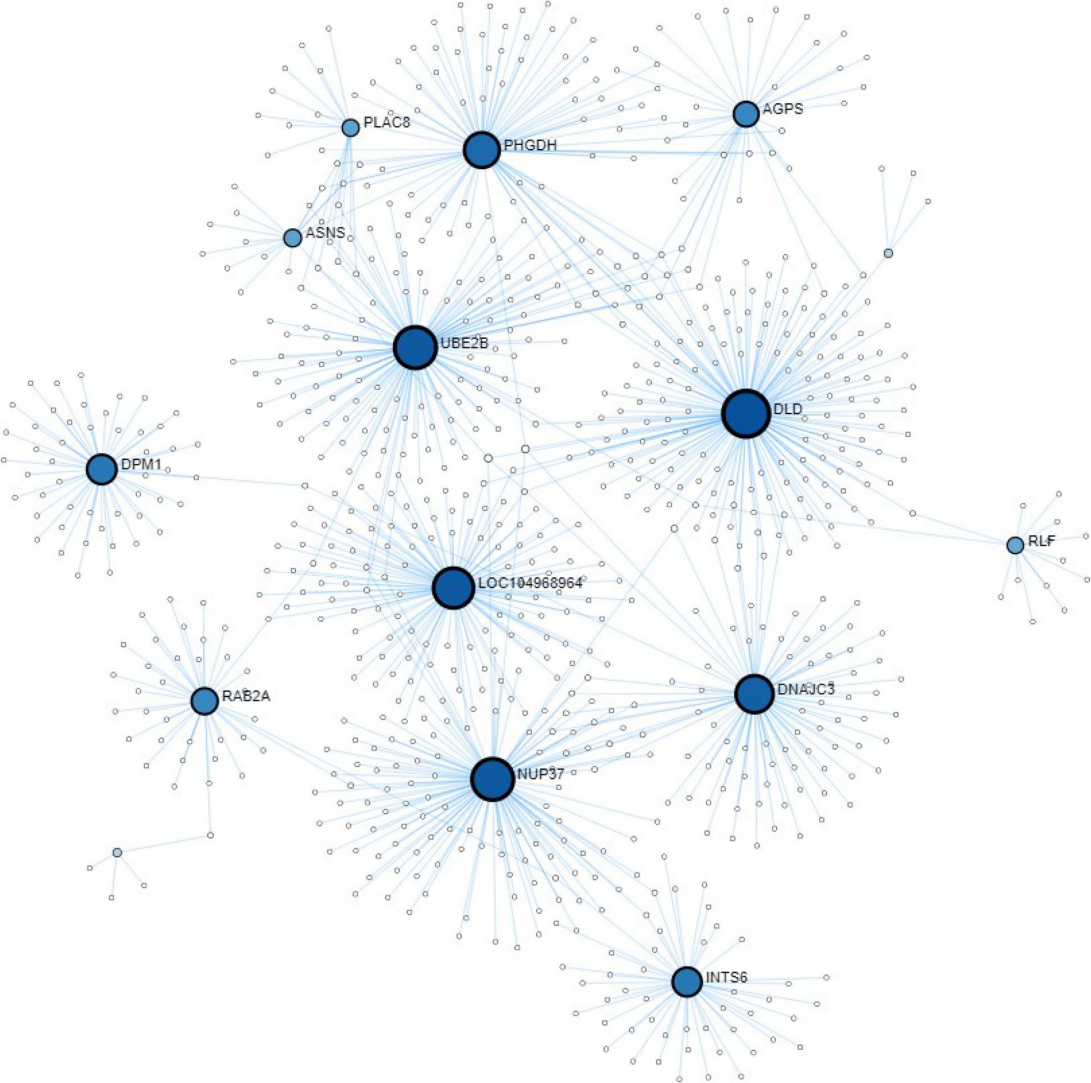
Analysis of Protein-Protein Interactions (second order network, confidence score = 401) predicted 13 highly interconnected genes with DLD, ACTC1, UBE2B, DNAjC3, Rab2A as well as PLAC8 playing an outstanding role among the 28 commonly differentially expressed genes in VITRO, IFOT-M and IFOT-IM derived blastocysts

## Discussion

Although the four contrasting groups of embryos did not differ in cleavage rates, VIVO embryos exhibited significantly higher rates of advanced development, reaching the morula and/or blastocyst stage by Day 7, both in terms of total number and relative percentage to the number of cleaved embryos. In other words, the source of immature oocytes influenced the maximumal developmental capacity of the resulting embryos. These findings are consistent with our previous reports on intrafollicularly transferred oocytes [21, 22] and corroborate earlier studies by others [2, 20]. Moreover, VITRO embryos appeared opaquer than those from all other groups that underwent early development within the oviduct. Given that opacity is associated with increased lipid content, these observations, previously reported by our group [21], align with earlier studies showing that the post-maturation environment primarily influences embryo quality, whereas the oocyte origin and maturation environment predominantly affect the rate of blastocysts formation [2, 20].

The present study identified four major hierarchical cluster separating VIVO embryos from IFOT-IM, IFOT-M and VITRO embryos, respectively. These results are in line with earlier studies demonstrating that the environment after fertilization determines the embryo quality at the blastocyst stage [2, 20]. All in all, our study observed a dramatically higher number of DEGs in fully in vitro produced embryos (VITRO) compared to those that had been transferred after in vitro maturation to the physiological environment of the preovulatory follicle (IFOT-M) allowing fertilization and further development in vivo. Similarly, embryos of the VITRO group showed a significantly higher number of DEG compared to those transferred at immature stage into the dominant follicle (IFOT-IM) enabling in vivo maturation, fertilization and development to the blastocyst stage both in comparison with VIVO embryos serving as “traditionally accepted gold standard”, respectively. These findings are in line with one of our recent studies indicating higher numbers of DEG the earlier embryos are flushed from the physiological environment [4]. This might be explained by the effect of the non-physiological environment at time of embryonic genome activation (EGA) in VITRO embryos whereas IFOT-IM and IFOT-M groups experienced EGA within the oviduct representing the physiological environment. Indeed, the environment at time of EGA has been shown to exhibit great effects on the gene expression profile of bovine embryos [4].

### Systemic effects of in vitro embryo production on blastocyst transcriptome fingerprint

The present study clearly demonstrated marked differences in terms of the global gene expression outline of IVP derived bovine embryos compared to in vivo derived embryos. The vast majority of these DEGs was found to be down-regulated in comparison with in vivo derived embryos as reported earlier [4]. These DEGs played above all a role within intracellular components, especially within the cytoplasm. With respect to biological processes, especially macromolecule metabolic processes as well as protein metabolic processes were affected. With respect to biological functions especially those involved in RNA binding and ubiquitin-like protein activity were affected. Of impact, our study revealed that IVP derived embryos distinguish from in vivo derived embryos predominately in three main pathway outlines, namely protein synthesis, protein degradation and cell-cycle regulation. These findings are in great accordance to the general accepted finding that in vitro culture conditions can impact gene expression signatures [1, 2] affecting the quality of embryos produced through assisted reproductive techniques [20]. Maternal mRNAs deposited in the oocyte are in turn critical for the initial stages of development, including the regulation of zygotic genome activation (ZGA) [30] representing a pivotal event in early embryogenesis [31, 32]. Moreover, the observed environmental effects of the present study are in agreement with earlier findings indicating that environmental factors such as pH, temperature and osmolarity in the culture medium might influence embryonic RNA synthesis [20, 33, 34] as well as DNA methylation and histone modifications, which in turn can affect the transcriptional activation of key genes during ZGA [35]. In contrast, our study showed that genes differentially expressed between in vitro and in vivo derived blastocysts play fundamental roles in pathways like “Spliceosome”, “protein processing in endoplasmic reticulum” and “P53 pathway”.

With respect to the “Spliceosome” pathway, embryos undergo significant transcriptional and epigenetic changes and the regulation of gene expression, including splicing, is tightly controlled to ensure the accurate execution of developmental programs [36]. Disruptions in splicing can interfere with essential developmental processes, leading to defects or developmental arrest [37]. In great accordance to our results, the composition of the culture medium, including its ionic balance, nutrients, and pH as well as plastic ware has been reported to affect splicing [38–40]. In addition, the present study identified dysregulation of “Protein processing in endoplasmic reticulum” to be a unique characteristic of bovine IVP derived embryos. Since proper folding is crucial for functional proteins, the endoplasmic reticulum (ER), which plays a critical role in protein synthesis, folding and post-translational modifications, is thought to be essential for the proper functioning of the cell. Thus, we speculate that quality and capacity of “Protein processing in endoplasmic reticulum” affects viability and developmental capacity of bovine embryos and dysregulation of “protein processing in endoplasmic reticulum” in in vitro derived embryos may provide a clue for that. Indeed, ER stress has been shown to compromise the development and cryo-tolerance in bovine [41] and porcine [42] embryos. Vice versa, ER stress reducing agents have been demonstrated to increase quality of oocytes and embryos [43, 44] as well as implantation rates after transfer of murine embryos to recipients [45]. The ER in turn has been shown to be particularly sensitive to oxidative stress [46, 47] resulting in impaired protein folding and increased apoptosis [48]. Finally, the present study identified dysregulation of the “P53 pathway” to be a unique characteristic of bovine IVP derived embryos. The p53 protein is referred to as the “guardian of the genome” and primarily functions as a transcription factor that can induce cell cycle arrest, apoptosis, or senescence [49]. While p53 upregulates the expression of p21, a cyclin-dependent kinase inhibitor that holds the cell cycle at the G1/S checkpoint, allowing for DNA repair [50]. Therefore, we suggest that the p53 pathway is particularly important in preimplantation embryos, due to their rapid cell divisions and significant epigenetic reprogramming occurring during this stage with only proper functioning of p53 ensuring that embryos can respond appropriately to DNA damage, thus maintaining genomic stability and viability. In agreement to the results of our study, it has been demonstrated that environmental factors such as temperature [51] and oxygen levels [52] bear potential to alter p53 activity.

### The sustained impact of the post-maturation environment on blastocyst transcriptome profile

To investigate the specific effect of the environment after in vitro maturation, only DEGs between VITRO and VIVO but not between IFOT-M and VIVO were considered. It became obvious, that the great majority of DEGs in embryos of group VITRO was not differentially expressed in IFOT-M, too. Thus, the vast majority of these DEGs were particularly influenced by the post-maturation environment, which under physiological conditions corresponds to the oviduct and the uterine horns. Further analysis revealed that this post-maturation environment significantly impacted the expression of genes involved in fundamental cellular processes, including protein synthesis, protein degradation and cell-cycle regulation. Among protein synthesis related pathways, our study identified that differential regulated genes affected by the in vitro environment after maturation are involved in the “RNA transport” pathway. In early embryos, RNA transport mechanisms are ensur the localization of mRNAs to specific cellular regions, a process that is critical for establishing cell polarity, axis formation and proper tissue differentiation [53]. Mislocalization of mRNAs on the other hand, can result in aberrant protein expression, leading to developmental defects or developmental arrest [54]. For instance, disruptions in the localization of mRNAs involved in cell cycle regulation and apoptosis have been shown to impair blastocyst formation and reduce implantation success rates [32]. Optimizing the in vitro culture conditions to better support efficient RNA transport may therefore hold significant potential for improving embryo quality and enhancing the success rates of ART, including in vitro fertilization (IVF) and embryo transfer [55]. Among the pathways playing a role in protein degradation, the present study revealed that genes differentially expressed particularly due to the environment after maturation play fundamental roles in “ubiquitin mediated proteolysis” as well as “Proteasome”-related pathways. Ubiquitin-mediated proteolysis tags proteins for degradation by the proteasome [56] ensuring that damaged, misfolded or unneeded proteins are efficiently removed. Indeed, proper functioning of ubiquitin mediated proteolysis (UPS) has been reported to be closely linked to the quality of early embryos with defects in this process suggested to lead to the accumulation of damaged or misfolded proteins, resulting in cellular stress and impaired development [57]. In addition, Ubiquitin-mediated proteolysis is known to tightly regulate the cell cycle by controlling the levels of key regulatory proteins such as cyclins, cyclin-dependent kinases (CDKs), and CDK inhibitors [58]. Finally, the ubiquitin-proteasome system (UPS) is involved in the regulation of cellular responses to stress [59] and regulates the levels of pro-apoptotic and anti-apoptotic factors, such as p53 and Bcl-2 family proteins [60]. But not only “ubiquitin mediated proteolysis” but also “Proteasome activity”, both acting as a tandem for the breakdown of protein was found to be among the highly affected pathways due to alterations of the developmental environment after maturation. The proteasome itself is a multi-subunit complex comprising a 20 S core particle and one or two 19 S regulatory particles. The 20 S core is responsible for the proteolytic degradation of substrates, while the 19 S regulatory particles recognize, unfold, and translocate ubiquitinated proteins into the core [56, 61]. The proteasome, which degrades misfolded or damaged proteins, has also been shown to play a key role in cell cycle progression, particularly during mitosis and meiosis, by targeting essential regulatory proteins such as cyclins and cyclin-dependent kinase inhibitors [62]. This process is critical for ensuring proper early embryonic cell divisions and preventing aneuploidy [63]. Thirdly, the present study revealed that genes differentially expressed particularly due to the environment after maturation play important roles in the “Cell cycle” pathway representing a crucial process in the early stages of embryonic development. This is in line with recent studies reporting correlations between the embryo transcriptome and morphokinetic of development [64, 65]. In addition, the in vitro environment as well as media composition [66] have been reported to affect developmental kinetics in embryos which has been associated with a morphokinetic-related response to stress recently [67]. Especially the dramatic down-regulation of Polo-Like Kinase 1 (PLK1) in bovine embryos developed within the in vitro environment after maturation attracted our attention. 

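The RMA value of PLK1 (probe set 12813690) was 6.22 ± 0.09 (SD, n = 3 arrays) in VIVO, 5.60 ± 0.04 in IFOT-M, 5.47 ± 0.08 in IFOT-IM and 4.55 ± 0.15 in VITRO. The IFOT groups lay between VITRO and VIVO, at -0.62 (standard error 0.12, FDR = 0.00822) for IFOT-M against VIVO and -0.75 (standard error 0.12, FDR = 0.00144) for IFOT-IM. VITRO was also below IFOT-IM, by -0.91 (standard error 0.12, FDR = 0.00187).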

Previous reports have shown that PLK1 is critical for all stages of mitosis and one of the functions of PLK1 is to promote the G2/M transition by activation of the anaphase-promoting complex to facilitate the separation of sister chromatids [68]. Consequently, PLK1 is indispensable for the successful completion of cytokinesis [69, 70]. Since PLK1 homozygous null mice were demonstrated to be embryonic lethal [71], downregulation of PLK1 in bovine embryos due to the in vitro environment after maturation might therefore represent a clue for reduced vitalities of bovine embryos when cultured in vitro after maturation [2] as well as higher incidences for chromosomal aberrations [72].

### The sustained impact of the maturation environment on blastocyst transcriptome profile

To specifically asses the impact of the environment during in vitro maturation, we focused on DEGs identified between IFOT-M embryos and VIVO embryos that were not differentially expressed between IFOT-IM and VIVO embryos. The results of the present study revealed that DEGs specifically influenced by the in vitro environment during oocyte maturation play fundamental roles in key biological processes related to steroid metabolism including “steroid metabolic process” and “steroid biosynthetic process”. Accordingly, “Terpenoid backbone synthesis” and “steroid biosynthesis” emerged as the prominent pathways significantly affected by these DEGs, highlighting the sensitivity of steroidogenic pathways to the conditions present during maturation. To gain insights into the impact of these differentially regulated genes and the interactions among their corresponding proteins, we constructed a functional protein association network using STRING (*Search Tool for the Retrieval of Interacting).* In this regard, especially two genes involved in cholesterol synthesis attracted our attention, namely 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (HMGCS1) known to be required for Isoprenoid and Cholesterol Synthesis and the endoplasmic reticulum enzyme 3-hydroxy-3-methylglutaryl coenzyme A (HMG-CoA) reductase known to catalyze the rate-limiting step in cholesterol biosynthesis. Studies with murine embryos homozygous for the HMG-CoA mutant allele revealed that HMG-CoA reductase is crucial for early development of the mouse embryos [73]. Interestingly, loss of HMG-CoA reductase activity did not affect developmental capacity up to the blastocyst stage but leads either to implantation failure or to embryonic death prior to implantation in murine [73] which is in accordance to the finding that cholesterol synthesis in embryos appears to start at the peri-implantation stage in mice [74, 75]. Furthermore, DHCR7 catalyzes the conversion of 7-dehydrocholesterol to cholesterol and DHCR24 catalyzes the reduction of the delta-24 double bond of sterol intermediates during cholesterol biosynthesis. Dysregulation of these genes due to the maturation environment is therefore in line with earlier studies reporting that the maturation environment affects the quality of bovine embryos due to its effects on the quantity of lipid droplets as well as their cryo-sensitivity. To that respect, down-regulation of HMGCS1, HMG-CoA, DHCR24 and DHCR7 might cumulatively reduce the quantity of cholesterol in bovine embryos. Keeping in mind that cholesterol is considered a major determinant for cryo-sensitivity of sperms [76] as well as oocytes [77] and embryos [78], down-regulation of these genes might explain higher cryo-sensitivity of in vitro derived bovine embryos [20, 22]. Of great impact, Stearoyl-CoA Desaturase 5 (SCD5) was identified to be the most connected protein among the DEGs due to the in vitro environment during maturation. 

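SCD5 (probe set 12875850), a desaturase that makes monounsaturated fatty acids, had an RMA value of 2.13 ± 0.10 (SD, n = 3 arrays) in VIVO and 1.97 ± 0.08 in IFOT-M. These values lie close to the median of all probe sets, 1.86, and so weak a signal limits what a fall could show. Its log2 fold change in IFOT-M was -0.16 (standard error 0.19, FDR = 0.697), not past the threshold, and in VITRO it was 0.45 (standard error 0.19, FDR = 0.0760), which after quantile normalization had an FDR of 0.235. SCD, the desaturase of the same family with the higher signal, stood at -1.54 (standard error 0.16, FDR = 0.000271) in IFOT-M and -2.0 (standard error 0.16, FDR = 2.59e-05) in IFOT-IM against VIVO.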

SCD5 is an integral membrane protein of the endoplasmic reticulum that catalyzes the formation of monounsaturated fatty acids from saturated fatty acids via insertion of a cis double bond at the delta-9 position into fatty acyl-CoA substrates including palmitoyl-CoA and stearoyl-CoA. SCD is considered a key regulator of energy metabolism with a role in human obesity and dyslipidemia and SCD activity in cumulus cells effectively protects the oocyte against lipid-induced damage by conversion of saturated into monounsaturated fatty acids [79]. Keeping in mind that oleic acid prevents detrimental effects of saturated fatty acids on bovine oocyte developmental competence [79] as well as cryo-tolerance of subsequent embryos [80, 81], down-regulation of SCD5 due to the in vitro environment during maturation potentially resulting in lower amounts of oleic acid might be a clue for lower developmental capacity of in vitro matured bovine oocytes [4, 20] as well as lower cell numbers of subsequent blastocysts [82].

### The sustained impact of oocyte source on blastocyst transcriptome outline

To investigate the specific impact of the source of the oocytes, cumulus oocyte complexes collected from slaughterhouse ovaries were transferred immediately into a dominant follicle (IFOT-IM) allowing final in vivo maturation, in vivo fertilization as well as early embryo development in vivo and were compared with in vivo derived blastocyst (VIVO). DEGs of IFOT-IM embryos as a consequence of initial source of immature oocytes were found to play a fundamental role in “steroid biosynthesis”. This pathway is important for the production of the steroid hormones progesterone, estrogen, androgen and glucocorticoid along with their precursor cholesterol and play a role for proper embryo development and maintenance of a pregnancy in humans [83]. However, down-regulation of this pathway in IFOT-IM embryos compared to VIVO embryos, or alternatively up-regulation of this pathway in VIVO embryos compared to IFOT-IM embryos, may suggest that the hormonal superstimulation performed to obtain in vivo derived embryos influenced steroidogenesis in oocytes prior to final maturation, with effects persisting through to the blastocyst stage. Consequently, some DEGs between IFOT-IM and VIVO-derived embryos may not solely reflect differences in oocyte sources or differential selection, but could alternatively result from the effects of hormonal superstimulation. In particular, in vivo derived embryos generated by superovulation may have been exposed to elevated levels of progesterone and other hormones or steroids, in contrast to IFOT-IM embryos, which developed in unstimulated animals. Indeed, super-stimulation via the application of hormones has been reported to increase abnormal blastocyst formation and fetal growth retardation compared to those derived from non-stimulated mice [84]. Among these DEGs a total of 28 genes was shared between VITRO, IFOT-M and IFOT-IM embryos, respectively. Therefore, these DEGs represent highly confirmed candidates affected by the source of the ovaries. Remarkably, all 28 DEGs were found to be down-regulated in VITRO, IFOT-M and IFOT-IM compared to VIVO embryos. String interactome analysis revealed that dihydrolipoamide dehydrogenase (DLD) plays a prominent role among these DEGs. DLD is considered a multifunctional and therefore categorized as a moonlighting protein [85]. DLD catalyzes the oxidation of dihydrolipoyl moieties of four mitochondrial multienzyme complexes, namely pyruvate dehydrogenase complex (PDC), α-ketoglutarate dehydrogenase complex (KDC), branched-chain α-ketoacid dehydrogenase complex (BCKDC) and the glycine cleavage system GCS [86]. Among these, the PDH complex has been shown to play a pivotal role in oocyte meiotic maturation via its functions in catalyzing the conversion of pyruvates to acetyl-CoA [87]. Embryos carrying an inactivated murine pyruvate dehydrogenase gene were found to be globally delayed in development by 9.5 days post coitus, with resorption occurring over the following several days [86]. With regard to the KDC, it has been reported recently that Alpha-ketoglutarate plays an important role in murine embryo development through metabolic and epigenetic modulations [88]. Thus, we speculate that deficiencies in these two complexes might play a significant role in embryo lethality since absence of these two enzymatic activities would result in disability to metabolize glucose oxidatively. This outcome is in accordance to recent findings revealing lower oxygen consumption rates and therefore lower rates of oxidative phosphorylation of in vitro vs. in vivo derived embryos with even lower values in bovine IVP derived embryos of lower vitality [89]. Moreover, these insights may explain the generally accepted lower development rates and qualities of bovine IVP derived embryos compared to in vivo derived counterparts [1]. These observations in the mouse are in great agreement with an earlier study reporting absence of an embryonic disc in a majority of early elongation stage bovine embryos after transfer of IVP embryos [90] and is in line with downregulation of PLAC8 in all blastocyst groups derived from slaughterhouse ovaries. Keeping in mind that expression of PLAC8 has been reported to be positively correlated with calf delivery [91], these insights may explain lower pregnancy rates after transfer of bovine IVP derived embryos compared to in vivo derived counterparts [3].

Finally, the whole process of injecting oocytes into an ovarian follicle is technically complex and should not be underestimated, as it may itself influence gene expression. Therefore, the observed differences between VIVO and IFOT-IM embryos may not solely reflect differences in oocyte origin; they may also be partially attributed to the mechanical or physiological effects of the intrafollicular transfer procedure. An additional limitation relates to the selection of embryos based on the developmental stage used for transcriptomic analysis. Although great care was taken during embryo recovery, the possibility cannot be entirely excluded that some IFOT-M and IFOT-IM embryo pools also contained embryos that originated from the temporary recipient’s own oocytes, i.e. VIVO embryos. If this occurred, it would likely have reduced the observed differences between IFOT-M and IFOT-IM embryos compared to VIVO embryos. Consequently, the differences reported in this study are likely to be conservative, and the actual biological distinctions may be even more pronounced.

## Conclusion

Collectively, the results of the present study reveal for the first time the molecular mechanisms and pathways as distinct consequences of non-physiological environments during early embryonic development of bovine embryos. IVP derived embryos are characterized by dysregulation of genes playing a fundamental role in pathways involved in protein synthesis, protein degradation and cell-cycle regulation. Representing the most important findings, dysregulation of “ubiquitin mediated proteolysis”, “proteasome activity” as well as “cell cycle” pathways due to a non-physiological environment during fertilization and early embryo development might be a clue for failure of embryonic genome activation, precise DNA duplication and appropriate cell cleavage. Differential expression of distinct genes due to the non-physiological environment during maturation might explain alterations in terms of cholesterol synthesis and lipid metabolism determining cryo-tolerance of subsequent embryos. While intrafollicular transfer of immature oocytes into dominant follicles resulted in blastocysts closely resembling in vivo derived counterparts, our study also pointed out that the origin of the immature oocytes already predetermines the later embryo quality implicating a compromised capability for post-implantation development. However, the interpretation of the data may be partly influenced by the fact that VIVO embryos are obtained after superstimulation, whereas IFOT-IM embryos are obtained from single ovulated follicles. Taken all together, the present study thus provides a comprehensive inventory of the expression outline of relevant transcripts and pathways as a consequence of the respective developmental environments. Taking advantage of this inventory is expected to be useful for further studies aiming to enlighten our understanding with regard to the attainment of embryonic developmental capacity and improving embryo in vitro culture conditions.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

## Data Availability

The dataset used and/or analyzed during the present study were deposited into the Gene Expression Omnibus database under accession number GSE284466 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE284466.

## Abbreviations

VIVO: In vivo
VITRO: In vitro
IFOT-M: Intrafollicular oocyte transfer of in vitro matured oocyte
IFOT-IM: Intrafollicular oocyte transfer of immature oocyte
BSA: Bovine serum albumin
FBS: Fetal bovine serum
ECS: Estrous cow serum
GnRH: Gonadotrophin releasing hormone
PBS: Phosphate buffered saline
PCA: Principal component analysis
TAC: Transcription analysis console
DEG: Differentially expressed genes
FDR: False discovery ratio
FC: Fold change
GO: Gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

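RNA from pools of day 7 bovine blastocysts was measured on 12 Affymetrix Bovine Gene ST arrays, 3 each for VIVO, VITRO, IFOT-M and IFOT-IM. The authors made the deposited values with Expression Console 1.0 by RMA, which corrects the background, normalizes by quantiles and summarizes each probe set, and the values are taken to be log2, a scale inferred from their range. Arrays normalized together by quantiles have nearly the same distribution. Here the median of an array was 1.75 to 1.78 in VIVO and 1.95 to 1.97 in VITRO, and the spread differed too. The SD also ranged from 1.55 to 1.64 within IFOT-IM, which normalization of each group apart would not by itself account for. How that step was run is open, and with it how many of the DEGs are lower. The paper names Transcription Analysis Console 3.0 for the comparisons. The deposited table holds 26773 probe sets. The 24415 with the highest mean over the 12 arrays were tested, the number that the paper states. Of all probe sets 18457 carried 1 gene symbol, 688 carried several and 7628 none, and genes were named only from the first kind.

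The 4 groups were fitted together with limma 3.58.1 in R 4.3.3, which left 8 residual degrees of freedom. The version of the statmod package was 1.5.0, and no correlation between arrays was fitted. Each of VITRO, IFOT-M and IFOT-IM was compared with VIVO, and VITRO with each IFOT group and IFOT-M with IFOT-IM directly. Tests were two-sided and FDR values are those of Benjamini and Hochberg over the probe sets tested. A DEG had a fold change above 2, a raw p below 0.05 and an FDR below 0.1. Members of a gene list count as higher or lower when past an FDR of 0.1 at any fold change. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, with p adjusted over the lists, and their medians were set against 10000 random lists drawn in 20 bins of mean level. Many calls of camera were lost with an estimated correlation. The number of arrays limits the precision of every value.

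The gene lists, the comparisons, the thresholds and the alternatives, apart from quantile normalization, were set before the data were examined. Genes to be named were the 10 with the largest rise and the 10 with the largest fall in each comparison with VIVO among DEGs with 1 symbol whose 3 arrays lay on the same side of all 3 VIVO arrays, every gene that the paper's text or Table 3 names, and up to 4 members of each list described. The values in the paper's tables had been seen when this rule was written. Alternatives were fits of only the groups compared, no filter and a stricter filter that kept 13386 probe sets, cyclic loess normalization, an unmoderated linear model, a robust and trended variance, array weights, RIN as a covariate, the replicate number as a block, a Tukey biweight fold change, an FDR below 0.05, 1 probe set per gene symbol, and leaving out each array. The pipeline was tested on simulated data, where it recovered 94 of 100 probe sets changed 3-fold and 98 of 100 changed 6-fold, and called 4 of 24215 unchanged ones. The simulated groups did not differ in the spread of their arrays and held no shift with the level of expression. These counts therefore do not show how many calls such a shift makes in the real data. Raw intensities, pathway enrichment, protein networks and PCR were not analysed here.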

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

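The rule that picked gene groups for this part, quantile normalization, the test of maturation in vitro and the test of RIN in IFOT-IM replicate 1 were chosen only after the result was seen. Tests of the spread of values were set out once the SD of each array was known.

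Some groups of genes differed between VITRO and the IFOT groups directly. Cholesterol synthesis genes were higher in VITRO, with a median log2 difference of 0.62 from IFOT-M and 0.93 from IFOT-IM and 9 and 10 of 15 higher at an FDR below 0.1 (10 and 10 when adjusted over the list alone, adjusted p = 0.0582 and 0.0135 with an estimated correlation, percentile 100 of random lists of the same level in both). Genes of G1 and S phase were lower, with medians of -0.42 and -0.31 and 19 and 11 of 38 past the FDR, none higher (25 and 20 lower, with 0 and 1 higher, when adjusted over the list alone, adjusted p = 0.0469 and 0.0506, percentiles 0.14 and 0.15). Markers of the epiblast and inner cell mass stood at -0.48 and -0.34, with 12 and 9 of 24 lower and 1 higher against IFOT-M (16 and 11 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0469 and 0.0172, percentiles 0.58 and 0.48). Importins and exportins, which carry proteins and RNA through the nuclear pore, stood at -0.30 against IFOT-IM with 4 of 31 lower (5 over the list alone, adjusted p = 0.0991, percentile 0.2). Markers of blood cells stood at 0.24 against IFOT-M, with 3 of 23 past an FDR of 0.1 (1 over the list alone) and none after cyclic loess normalization (adjusted p = 0.0660, percentile 99). Groups of 3 arrays were too small to look for single outlying values.

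The paper does not discuss the other groups picked by the rule. Importins and exportins had medians of -0.77 in VITRO, -0.28 in IFOT-M and -0.44 in IFOT-IM against VIVO, with 19, 13 and 17 of 31 lower (20, 14 and 18 when adjusted over the list alone). Genes of the amino acid response, which ATF4 drives, stood at -0.40 in IFOT-M and -0.41 in IFOT-IM, with 7 and 10 of 20 lower (12 and 10 over the list alone). That list is not separate from the amino acid transporters, since both hold SLC38A2, SLC7A5 and SLC1A4. It also holds ASNS, which the paper names in Table 3. In VITRO blood cell markers had a median of 0.40, with 11 of 23 higher and 1 lower, and 5 higher and 1 lower after quantile normalization. The adjusted p with an estimated correlation was 0.0933 for these markers and 0.0567 for importins and exportins in VITRO.

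More DEGs fell than rose in VITRO. Lower RNA integrity predicts a lower value at lower RIN within groups, but the mean of the falling DEGs had a slope of -0.0522 per RIN unit (standard error 0.0679), and even 2 standard errors above it the difference in RIN accounts for 0.0948 of a mean fall of 1.31. The slope relies on the match of RIN to arrays by replicate number. It also includes IFOT-IM replicate 1, the pool with the highest RIN (9.3) and a narrow spread for its group (SD 1.55). How far this array sets the slope was not tested. A selective effect of culture on proteasome genes was not seen either, since their median lay at percentile 22.8 of random lists of the same level. The narrower spread of the VITRO arrays cannot be told apart from a real fall of strongly expressed genes: 48.3% of the DEGs (885) kept their call and direction after quantile normalization, among 1251 called then, and that normalization would remove a real shift as well. Culture after maturation stays open as a biological explanation, since VITRO and IFOT-M, which differ after maturation, gave 392 lower and 76 higher DEGs in VITRO, but the arrays of these 2 groups differed in spread as well, and the excess of falls was gone after quantile normalization (198 lower and 206 higher) and reversed after cyclic loess normalization (142 and 220).

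Cholesterol synthesis genes were lower in IFOT-M than in VIVO. Their median of -0.54 lay outside that of random lists of the same level, from -0.26 to 0.07, which argues against a fall shared by all genes of that level. It also held after quantile normalization (p = 3.79e-06 from limma's fry, a test from a model, where an exact permutation of 3 arrays against 3 cannot go below 0.1), against the spread of the arrays as the whole cause. Maturation in vitro as the only cause would lower these genes in VITRO as far, but they were higher there than in IFOT-M (p = 1.79e-05 from limma's fry, with the same limit for an exact permutation). VITRO and IFOT-M also differ in culture after maturation, which could mask an effect of maturation, so this contrast cannot exclude a part for it. In the direct comparison given above, the list was not lower in IFOT-M than in IFOT-IM, which matured in the follicle. For IFOT-IM embryos the paper proposes that hormonal stimulation of VIVO donors and the transfer into the follicle may contribute to differences from VIVO, and both stay open for IFOT-M, untested.

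IFOT-IM replicate 1 stood apart from the other IFOT-IM arrays. Its RIN, matched by replicate number, was 9.3, the highest of all pools, which argues against degraded RNA if the match holds. A swap with a VITRO pool would leave a VITRO array out of place, and all 3 VITRO arrays had a VITRO array as the nearest. No biological explanation was tested.

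The 6 arrays of a comparison can be split into groups of 3 in 10 ways, too few for a share under 0.05. Fitted on those arrays alone, the real split gave 1832 DEGs for VITRO, 405 for IFOT-M and 656 for IFOT-IM against VIVO and 454 for VITRO against IFOT-M, and the highest other split gave 0 in each, so 1 split of 10 was as large. For IFOT-M against IFOT-IM the real split gave 2 and the highest other 2, so 2 splits of 10 were as large.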

How the results depend on the processing

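Quantile normalization was chosen only after the result was seen, and the other alternatives were not. The cause was not tested for any of the changes below except where fewer probe sets enter.

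After cyclic loess normalization 38.7%, 42.4% and 42.9% of DEGs were lower in VITRO, IFOT-M and IFOT-IM, DEGs of VITRO alone numbered 752, and in VITRO 10 proteasome genes, 17 ubiquitin enzymes, 11 initiation factors and 14 nucleoporins were lower, with 11 amino acid transporters in IFOT-M. SLC38A9 reversed in VITRO, to 0.072. After quantile normalization the shares lower were 46.3%, 47.2% and 46.3%, DEGs of IFOT-M not IFOT-IM numbered 71 and those of all 3 groups 111, and 15 proteasome genes and 16 initiation factors in VITRO and 7 transporters in IFOT-M were lower. With 1 probe set per gene symbol, which tests fewer probe sets, there were 1093, 150 and 358 DEGs (91.8%, 90.0% and 94.1% lower), 200 for VITRO against IFOT-M, 1 for IFOT-M against IFOT-IM, 800 in VITRO alone, 19 in IFOT-M not IFOT-IM and 110 in all 3. The unmoderated model gave 236 DEGs for VITRO against IFOT-M and 9 lower transporters in IFOT-IM. An FDR below 0.05 left 7 lower transporters in IFOT-M, and a fit of only the 2 groups gave 2 DEGs for IFOT-M against IFOT-IM. Groups on a branch of their own numbered 2 with complete linkage, 2 with Euclidean distance and 0 with the 1000 probe sets of largest variance.

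Leaving out 1 array at a time, DEGs ranged from 1692 to 2074 in VITRO, 285 to 367 in IFOT-M and 428 to 847 in IFOT-IM, and from 390 to 598 for VITRO against IFOT-M. IFOT-M against IFOT-IM gave 0 to 1, with 1 without VITRO replicate 2 and without VIVO replicate 3. DEGs in IFOT-M not IFOT-IM ranged from 65 (without VIVO replicate 2) to 135, lower transporters in IFOT-M from 6 to 19, and groups on their own branch from 1 to 2 (without VITRO replicate 1). The 6 arrays whose absence moved the transporters were the 3 of IFOT-M and the 3 of VIVO.

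Of 207 results for single genes, 182 kept direction and call after cyclic loess normalization, 180 after quantile normalization, 180 in the unmoderated model, 198 at an FDR below 0.05, and at least 204 under the other alternatives apart from leaving out arrays, where 191 to 207 did. Of 225 other counts for gene lists, 102 stayed close to their value after cyclic loess and 98 after quantile normalization. The number that stayed close was 145 in the unmoderated model, 176 with the stricter filter and 179 at an FDR below 0.05. When arrays were left out it ranged from 159 (without VIVO replicate 3) to 215 (without IFOT-IM replicate 3). Under the other alternatives it was at least 190. Signals near background limit what weak probe sets can show.

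Replicate numbers repeat between groups, but residuals of arrays with the same number correlated at a mean of 0.0156 over 18 pairs, with 1 pair above 0.1, so they were not paired, although 8 of 12 arrays correlated best with one of their own number. With the replicate block DEGs numbered 1841 in VITRO, 356 in IFOT-M and 637 in IFOT-IM.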

Differences from the paper's values

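Setting the folds of Table 3 against VITRO and quantile normalization were chosen only after the result was seen. Counts use the paper's thresholds at each FDR, and the alternatives meant here were set before the data were examined. The paper counts genes and the counts here are of probe sets, with or without a gene symbol, so the units differ. Genes with 1 symbol among the DEGs at an FDR below 0.1 numbered 90 higher and 1018 lower in VITRO. In IFOT-M they numbered 14 and 143, and in IFOT-IM 19 and 342. A value came close when it was within 1.5 times the paper's count, or for a fold change within the spread of replicates.

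In VITRO against VIVO the paper's count of DEGs higher, no FDR limit is 77, the count here was 441, and of the alternatives only 1 probe set per gene symbol (90) came close. Of DEGs higher, FDR below 0.1 it gives 66 as the paper's value in VITRO against VIVO against 440 here, and of the alternatives only 1 probe set per gene symbol (90) came close. The paper's value for DEGs higher, FDR below 0.05 is 38 in VITRO against VIVO and the value here 416, and none of the alternatives came close. In VITRO against VIVO the paper's count of DEGs higher, FDR below 0.01 is 4, the count here was 329, and none of the alternatives came close. Of DEGs lower, FDR below 0.05 it gives 848 as the paper's value in VITRO against VIVO against 1370 here, and of the alternatives only the unmoderated model (1078), 1 probe set per gene symbol (1003) and without VITRO replicate 1 (1196) came close. The paper's value for DEGs lower, FDR below 0.01 is 162 in VITRO against VIVO and the value here 1289, and none of the alternatives came close.

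In IFOT-M against VIVO the paper's count of DEGs higher, no FDR limit is 17, the count here was 160, and of the alternatives only 1 probe set per gene symbol (15) came close. Of DEGs higher, FDR below 0.1 it gives 9 as the paper's value in IFOT-M against VIVO against 123 here, and none of the alternatives came close. The paper's value for DEGs higher, FDR below 0.05 is 4 in IFOT-M against VIVO and the value here 94, and none of the alternatives came close. In IFOT-M against VIVO the paper's count of DEGs higher, FDR below 0.01 is 0, the count here was 57, and none of the alternatives came close. Of DEGs lower, no FDR limit it gives 155 as the paper's value in IFOT-M against VIVO against 255 here, and of the alternatives only stricter filter (230), cyclic loess (167), the unmoderated model (231) and 1 probe set per gene symbol (135) came close. The paper's value for DEGs lower, FDR below 0.1 is 135 in IFOT-M against VIVO and the value here 220, and of the alternatives only cyclic loess (140), the unmoderated model (183), 1 probe set per gene symbol (135), without IFOT-M replicate 3 (188), without VIVO replicate 2 (198) and without VIVO replicate 3 (188) came close. In IFOT-M against VIVO the paper's count of DEGs lower, FDR below 0.05 is 95, the count here was 200, and of the alternatives only cyclic loess (120), the unmoderated model (136) and 1 probe set per gene symbol (135) came close. Of DEGs lower, FDR below 0.01 it gives 0 as the paper's value in IFOT-M against VIVO against 155 here, and none of the alternatives came close.

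In IFOT-IM against VIVO the paper's count of DEGs higher, no FDR limit is 24, the count here was 159, and of the alternatives only 1 probe set per gene symbol (22) came close. Of DEGs higher, FDR below 0.1 it gives 18 as the paper's value in IFOT-IM against VIVO against 140 here, and of the alternatives only 1 probe set per gene symbol (21) came close. The paper's value for DEGs higher, FDR below 0.05 is 6 in IFOT-IM against VIVO and the value here 122, and none of the alternatives came close. In IFOT-IM against VIVO the paper's count of DEGs higher, FDR below 0.01 is 0, the count here was 77, and of the alternatives only the unmoderated model (0) came close. Of DEGs lower, no FDR limit it gives 132 as the paper's value in IFOT-IM against VIVO against 514 here, and none of the alternatives came close. The paper's value for DEGs lower, FDR below 0.1 is 104 in IFOT-IM against VIVO and the value here 492, and none of the alternatives came close. In IFOT-IM against VIVO the paper's count of DEGs lower, FDR below 0.05 is 25, the count here was 473, and none of the alternatives came close. Of DEGs lower, FDR below 0.01 it gives 0 as the paper's value in IFOT-IM against VIVO against 409 here, and none of the alternatives came close.

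In only VITRO the paper's count of DEGs higher is 60, the count here was 338, and of the alternatives only 1 probe set per gene symbol (71) came close.

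In only IFOT-M the paper's count of DEGs total is 28, the count here was 74, and of the alternatives only without VIVO replicate 2 (38) came close. Of DEGs higher it gives 5 as the paper's value in only IFOT-M against 61 here, and none of the alternatives came close.

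In only IFOT-IM the paper's count of DEGs total is 57, the count here was 112, and of the alternatives only the unmoderated model (66), array weights (83), 1 probe set per gene symbol (56) and without IFOT-IM replicate 1 (67) came close. Of DEGs higher it gives 14 as the paper's value in only IFOT-IM against 43 here, and of the alternatives only the unmoderated model (21) came close.

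In all 3 comparisons the paper's count of DEGs total is 28, the count here was 185, and none of the alternatives came close.

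For RAB2A the fold change in Table 3 is the paper's -2.99 and was -2.51 here, and none of the alternatives came close. For GARS the fold change in Table 3 is the paper's -2.81 and was -2.66 here, and of the alternatives only Tukey biweight fold (-2.69), without VITRO replicate 3 (-2.71) and without VIVO replicate 2 (-2.71) came close. For SRI the fold change in Table 3 is the paper's -2.79 and was -2.32 here, and of the alternatives only RIN as a covariate (-2.68) came close. For SLC38A9 the fold change in Table 3 is the paper's -2.69 and was -1.52 here, and none of the alternatives came close. For RLF the fold change in Table 3 is the paper's -2.43 and was -2.03 here, and of the alternatives only without VIVO replicate 3 (-2.16) came close. The weaker probe set of SLC38A9 had a log2 fold change of -1.30 in VITRO.

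Quantile normalization, chosen after seeing the values, also came close for 4 of these counts. In IFOT-M it gave 145 lower DEGs with no FDR limit, 118 below 0.1 and 104 below 0.05, and it dropped 38 of 88 of the paper's IFOT-M genes that are DEGs here. In IFOT-IM alone it gave 28 higher and 53 lower DEGs, and it dropped 19 of 42 of the paper's IFOT-IM genes. For VITRO it dropped 490 of 745 of the paper's genes that are DEGs here.

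Among ubiquitin conjugating enzymes of VITRO alone the paper places UBE2G1 as the most lowered, and here UBE2N (-1.43) and UBE2R2 (-1.35) were below UBE2G1 (-1.33) by less than its standard error of 0.18, and UBE2G1 was a DEG in IFOT-IM too. It describes a separate cluster for each group, and here 1 group, VIVO, had a branch of its own on the DEGs, and 2 did with complete linkage or Euclidean distance. As 9 of its DEGs of IFOT-M are higher, at most 9 of its 109 that are not shared with IFOT-IM can be, and here 79 of 113 probe sets were higher, and 10 of 19 with 1 probe set per gene symbol. It describes the genes shared by all groups as lowered, and here 154 of 185 were lower, and 108 of 110 with 1 probe set per gene symbol. It lists SCD5 among the DEGs of IFOT-M, and here SCD5 stood at -0.16 (FDR = 0.697) and was not called under any alternative. The signal of SCD5 was weak here, which limits what a fall could show. It places CDK1 among genes of VITRO alone and SC5D and DHCR7 among genes of IFOT-M not IFOT-IM, and here CDK1, SC5D and DHCR7 were DEGs in IFOT-IM as well (-1.14, -1.62 and -1.27). PSMD4 and PSMD11, which it lists as DEGs, stood at -0.99 and -0.89, short of a fold change of 2.

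Of the paper's supplementary genes that could be matched, 745 of 920 were DEGs in the same direction here in VITRO, 88 of 114 in IFOT-M and 42 of 101 in IFOT-IM. At any fold change 915, 111 and 75 of them passed an FDR of 0.1 in the same direction. The direction alone was the same for 917, 114 and 95. Genes listed in more than 1 of these tables carry identical folds in them, 109 of 109 for VITRO and IFOT-M, 58 of 58 for VITRO and IFOT-IM and 35 of 35 for the IFOT tables. In the IFOT-M table these shared folds lay nearer the fit of VITRO here (median difference 0.107 log2 units) than that of IFOT-M (0.356), and in the IFOT-IM table nearer VITRO (0.0917) than IFOT-IM (0.397). Across 48 genes only in the IFOT-IM table, which are not independent replicates, the paper's fold and that of IFOT-IM here had r = 0.350. With the fit of IFOT-M it was 0.490 and with that of VITRO 0.00864.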

Other observations

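Only quantile normalization was chosen only after the result was seen in this part. Single genes of cell identity also differed in VITRO blastocysts. SOX2, a factor of the pluripotent inner cell mass, stood at -1.16 (standard error 0.14, FDR = 7.77e-05) and POU5F1 at -1.09 (standard error 0.17, FDR = 0.000531), while NANOG rose to 1.12 (standard error 0.18, FDR = 0.000648). TFAP2C and GATA3, factors of the trophectoderm, stood at -1.13 (FDR = 0.000258) and -1.04 (FDR = 0.000303). The nuclear export factors CSE1L and XPO7 stood at -1.58 (FDR = 2.11e-05) and -1.49 (FDR = 9.00e-05). Of 29 trophectoderm markers 19 were lower and 1 higher, of 24 epiblast markers 12 and 1, and of 25 primitive endoderm markers 8 and 4 (19 and 2, 12 and 1, and 9 and 4 when adjusted over the list alone). With an estimated correlation the adjusted p was 0.131, 0.0846 and 0.374, and the medians lay at percentiles 30.0, 45.6 and 38.9 of random lists of the same level, so none fell beyond genes of its level.

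In energy metabolism and stress, in VITRO 21 of 28 genes of pyruvate oxidation and the citric acid cycle were lower and 2 higher (22 and 3 when adjusted over the list alone, median -0.69, adjusted p = 0.144 with an estimated correlation). For glycolysis, 13 of 28 genes were lower and 4 higher (13 and 5 when adjusted over the list alone, median -0.27, adjusted p = 0.144 with an estimated correlation). For heat shock proteins, 12 of 19 genes were lower and 1 higher (12 and 1 when adjusted over the list alone, median -0.56, adjusted p = 0.131 with an estimated correlation). Among genes against oxidative stress 10 of 22 were lower and 2 higher, the same as when adjusted over the list alone, with a median of -0.25 that turned to 0.07 after quantile and 0.14 after cyclic loess normalization (adjusted p = 0.429 with an estimated correlation). Lipid droplet genes had 5 lower and 7 higher of 21 (5 and 8 when adjusted over the list alone) and immediate early genes 7 and 6 of 22, and both medians changed from above 0 to below 0 after quantile and after cyclic loess normalization. Histone genes had 5 and 0 of 13. Of epigenetic regulators 21 of 33 were lower and 1 higher (adjusted p = 7.39e-06 from camera and 0.123 with an estimated correlation), and of imprinted genes 4 and 8 of 25. Type I interferon genes were higher in 3 of 6 cases and genes induced by interferon in 5 of 16, with none lower (4 and 5 higher when adjusted over the list alone, adjusted p = 0.107 and 0.170 with an estimated correlation).

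Markers of other cell types were counted in VITRO, where weakly expressed probe sets rose in general. Of 22 sperm and testis markers 11 were higher and none lower, and after quantile normalization 5 were higher and 1 lower. Of 28 oocyte genes 11 were higher and 2 lower, of 24 cumulus and granulosa genes 8 and 4, and of 17 genes of endometrium and oviduct 5 and 1. With an estimated correlation the adjusted p was 0.122, 0.107, 0.232 and 0.131, so none of the 4 lists was past 0.1, and camera gave 0.00200, 0.0118, 0.208 and 0.0605. Counts given once in this part were the same when adjusted over the list alone.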
